# Deiodinase Knockdown during Early Zebrafish Development Affects Growth, Development, Energy Metabolism, Motility and Phototransduction

**DOI:** 10.1371/journal.pone.0123285

**Published:** 2015-04-09

**Authors:** Enise Bagci, Marjolein Heijlen, Lucia Vergauwen, An Hagenaars, Anne M. Houbrechts, Camila V. Esguerra, Ronny Blust, Veerle M. Darras, Dries Knapen

## Abstract

Thyroid hormone (TH) balance is essential for vertebrate development. Deiodinase type 1 (D1) and type 2 (D2) increase and deiodinase type 3 (D3) decreases local intracellular levels of T_3_, the most important active TH. The role of deiodinase-mediated TH effects in early vertebrate development is only partially understood. Therefore, we investigated the role of deiodinases during early development of zebrafish until 96 hours post fertilization at the level of the transcriptome (microarray), biochemistry, morphology and physiology using morpholino (MO) knockdown. Knockdown of D1+D2 (D1D2MO) and knockdown of D3 (D3MO) both resulted in transcriptional regulation of energy metabolism and (muscle) development in abdomen and tail, together with reduced growth, impaired swim bladder inflation, reduced protein content and reduced motility. The reduced growth and impaired swim bladder inflation in D1D2MO could be due to lower levels of T_3_ which is known to drive growth and development. The pronounced upregulation of a large number of transcripts coding for key proteins in ATP-producing pathways in D1D2MO could reflect a compensatory response to a decreased metabolic rate, also typically linked to hypothyroidism. Compared to D1D2MO, the effects were more pronounced or more frequent in D3MO, in which hyperthyroidism is expected. More specifically, increased heart rate, delayed hatching and increased carbohydrate content were observed only in D3MO. An increase of the metabolic rate, a decrease of the metabolic efficiency and a stimulation of gluconeogenesis using amino acids as substrates may have been involved in the observed reduced protein content, growth and motility in D3MO larvae. Furthermore, expression of transcripts involved in purine metabolism coupled to vision was decreased in both knockdown conditions, suggesting that both may impair vision. This study provides new insights, not only into the role of deiodinases, but also into the importance of a correct TH balance during vertebrate embryonic development.

## Introduction

Thyroid hormones (THs) play an important role in a wide range of biological processes in vertebrates including growth, development, reproduction, cardiac function, thermoregulation, response to injury, tissue repair and homeostasis [1–4]. To date, three deiodinases (D) have been characterized that locally activate or inactivate THs and are therefore important mediators of TH action. Both D1 and D2 are able to convert the pro-hormone thyroxine or T_4_ into the receptor-active hormone 3,5,3’-triiodothyronine or T_3_, whereas D3 catalyzes the conversion of T_4_ to rT_3_ (nuclear receptor-inactive form) and T_3_ to 3,3’-T_2_, which is biologically inactive [5–7]. In our previous work, as well as in many other studies, it has been reported that deiodinases play an essential role in vertebrate development by regulating local TH levels during crucial stages of embryonic development [8–12].

In recent years, the zebrafish (*Danio rerio*) embryo has become a valuable model of vertebrate development with many practical advantages, making it an excellent model for studying the role of deiodinases in vertebrate embryonic development. We and others recently showed that zebrafish embryos express two isoforms of D3, encoded by *dio3a* and *dio3b*, and that the contribution of *dio3b* to embryonic D3 activity is predominant [10,13]. In this study, zebrafish embryos were microinjected into the yolk with morpholinos (MOs) directed against D1,D2 and D3 (*dio3b*) or with standard control MO to produce D1D2MO (combination of deiodinase type 1 and type 2 morpholino-injected), D3MO (deiodinase type 3 morpholino-injected), and SCMO (standard control morpholino-injected) groups. We previously showed that knockdown of D1 alone seemed to have little effect on zebrafish early development. In contrast, D2 knockdown resulted in a developmental delay, and combined knockdown resulted in a more pronounced delay and additional morphological effects, showing that D1 may only be crucial in a state of hypothyroidism [14]. Therefore we opted to use a combined D1D2 knockdown to effectively block the complete thyroid hormone activating pathway. Additionally, our previous studies showed that both D2MO and D1D2MO phenotypes could be largely rescued by T_3_ supplementation [11,14] and that the phenotype of D3MO zebrafish embryos could be partially mimicked by T_3_ supplementation and rescued by injection of human D3 mRNA [10]. Although it was not possible to actually measure T_3_ and T_4_ levels in these studies, this strongly suggests that D1D2MO suffer from hypothyroidism and D3MO from hyperthyroidism. Deiodinase knockout mice were shown to balance T_3_ levels by regulating T_4_ and TSH levels [15]. Mouse embryos can benefit from maternal TH homeostasis during gestation *in utero*. However, in oviparous species, embryos fully rely on a fixed amount of maternal THs deposited in the yolk until activation of the embryonic thyroid; for zebrafish this occurs around 72 hpf (hours post fertilization) [16]. Already during early development, deiodinases are essential for the activation of maternally transferred TH. Therefore, this early developmental period is the focus of the current study, and the transcriptional responses are investigated at 72 hpf.

The mechanisms through which deiodinases regulate embryonic development are currently unclear. Full genome transcriptional profiling to elucidate underlying molecular events in deiodinase-deficient zebrafish embryos has never been applied before. Since deiodinases are known to have tissue-specific expression patterns [17], we microdissected early larvae (72 hpf) into head, abdomen and tail regions. We subsequently analyzed transcriptional regulation in D1D2MO and D3MO in these three body regions, using full genome microarrays. In order to relate transcriptional effects to phenotypic effects, we studied the phenotypes of D1D2MO and D3MO embryos and larvae at different developmental time points spanning from 24 hpf to 96 hpf.

For the first time, we have analyzed the transcriptional response of deiodinase knockdowns in specific embryonic regions. This study therefore provides a useful resource for future research aimed at understanding the role of deiodinases and THs in different body regions/tissues of early developmental life stages.

## Material and Methods

### 1. Zebrafish handling and embryo collection

Adult fish were kept and microinjections were carried out at the KU Leuven. Wild Indian Karyotype (WIK) zebrafish were maintained in 80 L community tanks, containing biologically filtered, medium-hard reconstituted freshwater (OECD ISO-6341-1982, 290 mg/L CaCl_2_.2H_2_O, 120 mg/L MgSO_4_.7H_2_O, 60 mg/L NaHCO_3_, 6 mg/L KCl) at 28 ± 1°C under a light/dark regime of 14/10 h. The breeding stock was fed twice a day, once with live brine shrimp larvae (*Artemia*, raised up from cysts which were purchased from Ocean Nutrition Europe) and once with formulated food (Dr. Bassleer Biofish food, Telgte, Germany). Embryos were produced by natural mating and spawning of 6- to 9-month-old fish, and were collected within 20 minutes post fertilization.

#### Ethics statement

This study was approved by the Institutional Ethical Committee of the KU Leuven (project number P102/2012) and experiments were executed in strict accordance with the European Council Directive (2010/63/EC). According to the EU Directive on the protection of animals used for scientific purposes (2010/63/EU) and the Commission Implementing Decision (2012/707/EU), fish are non-protected animals until the stage of free feeding; this limit was set at 120 hpf for zebrafish. The experiments in this study lasted only up to 96 hpf.

### 2. Microinjection of morpholinos: deiodinase knockdown

An antisense oligonucleotide MO knockdown approach was used to transiently block translation of T_3_ producing (D1+D2) or inactivating (D3) deiodinases. Sequences for SCMO, D1MO and D2MO were taken from Walpita et al. [14]. The sequence for D3MO (*dio3b*) was taken from Heijlen et al. [10]. All MOs were purchased from GeneTools (LLC, Philomath, OR). In total, three MO solutions, namely SCMO, D1D2MO (a combination of D1MO and D2MO) and D3MO, were prepared in RNAse- and DNase-free Gibco-water (Life Technologies, Gent). Based on preliminary experiments, the optimal concentration of the MOs was determined to be 0.4 mM (0.2+0.2 mM in the case of D1D2MO) and the injection volume 2 nl as described earlier in detail [10]. This volume was injected into the yolk of 2- to 4-cell stage embryos, resulting in a delivery of approximately 6.6 ng MO per embryo. The specificity of the used D1D2MO and D3MO was demonstrated previously using rescue experiments with mRNA injection and/or T_3_ supplementation [10,11,18]. MO solutions were microinjected using a Femtojet microinjector (Eppendorf, Belgium) and a M3301 micromanipulator (World Precision Instruments, UK). To control delivery efficiency of the MO, each MO solution was combined with phenol red dye (final percentage of 0.15%). After microinjection, embryos were raised at 28 ± 0.5°C in 0.3x Danieau’s solution (prepared from 30x stock solution: 1,74 M NaCl, 21 mM KCl, 12 mM MgSO_4_.7H_2_O, 18 mM Ca[NO_3_]_2_.4H_2_O and 150 mM HEPES, pH 7.6).

### 3. Microarray analysis

#### Microdissection and RNA isolation

For each condition, embryos were reared together in a Petri dish (PS, 90 x 16.2 mm, MLS NV, Belgium) with a maximum number of 40 embryos. Using a stereomicroscope (M4A, Wild Heerbruggbino) and a pair of #55 Dumont forceps (Fine Tools, Berlin), 72 hpf-old zebrafish larvae were manually dissected in ice-cold RNAse-free water to separate the head, abdomen and tail regions. The head region contained the brain, sacculi/otolith and jaw parts, the abdomen region contained the yolk, swim bladder, liver and the entire gastrointestinal tract, and the tail region consisted of the remainder reaching to the tail tip. Four biological replicates of each knockdown condition (SCMO, D1D2MO, D3MO) and each body region were collected. A total of 20 head, 40 abdomen and 40 tail fragments were pooled per replicate in an RNAse-free Eppendorf tube and immediately snap frozen on dry ice. Samples were kept at -80°C until processing for RNA extraction.

Total RNA was extracted from the tissue pools using Qiazol Lysis Reagent (Qiagen, Venlo) according to the manufacturer’s instructions. RNA quality and quantity were determined using a Nanodrop spectrophotometer ND-1000 (Thermo Scientific, Rockland) while the RNA integrity was verified using the Qiaxcel qiacube (Qiagen, Venlo). Isolated intact and high quality RNA was further processed for microarray analysis.

#### cRNA labelling and hybridization

Total RNA was linearly amplified and labelled using the Low Input Quick Amplification Labelling Kit (LIQA, Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. In brief, 100 ng RNA was reverse transcribed into cDNA using oligo dT primers. Subsequently, cDNA was converted into cRNA and amplified and the resulting cRNA of each sample was labelled once with Cy3-CTP and once with Cy5-CTP. The RNeasy mini spin column kit (Qiagen, Venlo) was then used to purify the cRNA samples. cRNA yield, quality and dye incorporation efficiency were verified using a Nanodrop spectrophotometer.

We used Agilent’s Zebrafish Gene Expression Microarray V3 in a 4x44k format, which is a full genome microarray developed by Agilent and containing 43,803 *Danio rerio* probes. 825 ng Cy3 and 825 ng Cy5 labelled and purified cRNA were hybridized onto these microarrays for 17 h at 65°C in a rotating (10 rpm) hybridization oven (Agilent Technologies). Four biological replicates of each condition were used and an A-optimal design was used as the hybridization design for each body region separately [19].

After hybridization, slides were immersed in Agilent wash buffers, acetonitrile and in stabilization and drying solution (Agilent Technologies) to wash and protect against ozone-induced Cy5-degradation. Microarray slides were scanned using a Genepix 4100A confocal scanner (Axon Instruments, Union City, CA, USA) at a resolution of 5 μm and excitation wavelengths of 635 nm and 532 nm in an ozone-free environment (NoZone scanner enclosure, SciGene, Sunnyvale, CA, USA). Images were analyzed for spot identification and for quantification of the fluorescent signal intensities using the Genepix Pro software 6.1 (Axon Instruments).

#### Statistical processing of raw microarray data

Statistical analyses of raw microarray data were performed using the R package Limma [20] as described by Vergauwen et al. [21] for each body region separately. Both knockdown conditions were contrasted against SCMO. Spots for which the criterion FG < BG + 2SD (FG: foreground, BG: background, SD: standard deviation of the local background of the entire array [22]) was true for all arrays in the dataset, were excluded from analysis. Background correction was carried out using a normal-exponential convolution model [23]. Within-array adjustment was done by Loess normalization [24], which performs an intensity-dependent normalization of the ratio of red and green. Linear models were fitted to intensity ratios, after which probes were ranked in order of evidence of differential transcription using an empirical Bayes method [20]. Contrasts were fitted to the linear models and cut off at FDR < 0.05 (false discovery rate, multiple testing correction using the Benjamini-Hochberg procedure) and |log2FC| > 0.585 (log2 fold change, corresponding to a fold induction of at least 1.5 or -1.5). Raw and analysed microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo) and are accessible through the GEO series accession number GSE61625 [reviewer only link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ejojsqegzbmfnaf&acc=GSE61625].

#### Biological interpretation of microarray data

Before further data analysis, for distinct probes on the array targeting identical transcripts with identical names, Agilent primary accession numbers and Genbank accession numbers, the mean of the log_2_FC values was calculated. Hierarchical clustering analysis of the samples was performed using MultiExperiment Viewer software 4.8.1 (MeV, http://www.tm4.org/mev.html) based on Pearson correlation with average linkage with bootstrapping. The biological function of significantly differentially expressed transcripts in D1D2MO and D3MO was analyzed in Blast2GO (www.blast2go.org). The most prominently affected biological processes were identified using pie charts of the blast2GO score which takes into account the number of affected transcripts within each gene ontology (GO) class and the level of specificity of the respective GO class. This score was cut off at 5 to 10% of the total number of annotated transcripts in their respective condition. Subsequently, these GO classes were grouped manually into broader biological categories (e.g. metabolic process, development) to create a general overview of the data (See also S1 Table). Additionally, KEGG pathway analysis was used to identify strongly affected pathways. Only pathways containing at least 3 differentially expressed enzymes were considered (See also S1 Table).

### 4. Analysis of the knockdown phenotype

#### Assessment of morphological effects

An early life stage (ELS) test was performed in three experimental replicates for each condition, resulting in a total sample size of 120 embryos per knockdown condition. The test was performed in 48-well plates with one embryo per well. The first replicate contained 24 embryos per knockdown condition. The second and third replicates each contained 48 embryos per knockdown condition. For the morphological analysis we also included an uninjected control (UC) group and the assessing researcher was blinded with respect to the knockdown condition of the embryos. From 24 hpf up to 96 hpf, lethal and sublethal morphological and physiological endpoints were evaluated every 24 h using a stereomicroscope. The observed endpoints per time point are listed in Table 1. The heart rate of the embryos was recorded at 24 hpf and at 48 hpf by counting the heartbeats for 10 seconds (n = 96, from two experimental replicates). For morphological analysis and recording digital images at 96 hpf, embryos were lightly anaesthetized in 0.1 g/L (pH 7.3 ± 0.1) MS-222 (Tricaine, Sigma-Aldrich, Cas nr: 886-86-2). To determine the effects on growth, the length of larvae along the body axis from head to the tail tip was measured at 96 hpf on digital images (acquired using a Canon EOS 600D, 18 Mpix) using the Image J software (version 1.47).

**Table 1:** Observed endpoints at specific time points during the zebrafish early life stage test.

	Developmental time point (hpf)				
**Observed endpoint**	24	48	54	72	96
Coagulation	**•**	**•**	**•**	**•**	**•**
Tail detachment	**•**				
Somite formation	**•**				
Presence of heart beat	**•**	**•**	**•**	**•**	**•**
Hatching		**•**	*	*	**•**
Eye underdevelopment^¶^	**•**	**•**			
Pigmentation	**•**	**•**		**•**	**•**
Oedema pericard	**•**	**•**		**•**	*
Oedema yolk	**•**	**•**		**•**	**•**
Oedema head	**•**	**•**		**•**	**•**
Heart rate^†^	*	**•**			
Malformation head	**•**	**•**		**•**	**•**
Malformation eye	**•**	**•**		**•**	**•**
Malformation mouth				**•**	**•**
Malformation otolith/sacculi	**•**	**•**		**•**	**•**
Malformation heart	**•**	**•**		**•**	**•**
Malformation pectoral fin					**•**
Malformation yolk	**•**	**•**		**•**	**•**
Malformation/irregular somites	**•**	**•**		**•**	**•**
Malformation tail	**•**	**•**		**•**	**•**
Curve in tail				**•**	**•**
Swim bladder inflation					*
Blood accumulation	**•**	**•**		**•**	**•**
Length^†^	** **	** **	** **	** **	*

Except for continuous variables, all endpoints were visually evaluated for presence or absence using a binary scoring system.

**•** Indicates at which time points each endpoint was observed.

* Indicates which endpoints were significantly affected by at least one of the knockdown conditions when compared to SCMO.

† Continuous variable

¶ Recognized by normal eye shape resembling younger embryos and/or by less iridiphores at certain timepoint.`

Hpf = hours post fertilization.

#### Assessment of larval motility and energy stores

Based on the transcriptional patterns indicating effects on muscle function and energy metabolism, we performed additional analyses of motility and energy stores. For analysis of motility SCMO, D1D2MO and D3MO embryos were transferred to individual wells of a 48-well plate and were incubated up to 96 hpf. In each plate, embryos from each condition were included and the total sample size for each condition was 24. At 96 hpf, larval movements were recorded and monitored with a Zebrabox (ViewPoint, Lyon, France) for 75 minutes in a 100% full light period (1160.7 lux), using the video tracking mode with the detection threshold set at 126. The first 30 minutes were used as an acclimation period and were therefore not included in the analysis. The total distance (mm) travelled during the 45 remaining minutes was calculated.

For measurement of energy stores, SCMO, D1D2MO and D3MO embryos were raised in Petri dishes and incubated up to 72 hpf. Four biological replicates of each condition, each replicate containing 48 pooled 72 hpf-old whole larvae, were collected. Carbohydrates, lipids and proteins were extracted and measured as described earlier [21]. In brief, larvae homogenized in deionized water were used for total lipid analysis. Total lipid extraction was performed based on the chloroform-methanol protocol according to Bligh and Dyer [25] and absorption was measured at 375 nm, relative to a calibration curve of cholesterol (Acros Organics, Geel, Belgium) in chloroform. From a separate homogenate, proteins were precipitated using perchloric acid and the total protein content was determined using the Bradford method [26] by measuring absorption at 592 nm, relative to a calibration curve of bovine serum albumin (Sigma, Bornem, Belgium) in water. From the same larval homogenate, the total carbohydrate content was measured in the supernatant, using Anthrone reagent prepared according to Roe and Dailey [27] and absorption was measured at 630 nm, relative to a calibration curve of glycogen (Sigma, Bornem, Belgium) in perchloric acid. Total caloric content was calculated using the appropriate energy combustion values (39.5 kJ/g lipid, 24 kJ/g protein and 17.5 kJ/g carbohydrates [28]).

#### Statistical analysis of morphological and physiological data

*Statistical tests were performed using IBM SPSS statistics (version 20) and Graphpad Prism (version 6.0). A p-value below 0.05 was considered significantly different. One-way analysis of variance (ANOVA) with Bonferroni corrected post hoc tests was used to determine significant effects between the MO groups in larval length and heart rate. A Kaplan-Meier survival curve analysis was conducted with log-rank Mantel-Cox test to analyze the hatching results in a time-dependent manner. A chi square test followed by pairwise chi square tests with Bonferroni correction was performed to identify significant differences in frequencies of malformations such as non-inflated swim bladder and pericardial oedema among all conditions. Kruskal-Wallis tests followed by Bonferroni corrected Mann-Whitney U tests were performed to determine significant differences in the travelled distance, the carbohydrate, protein and lipid contents, and the total caloric content. Knockdowns were initially compared to SCMO. If further differences were observed, additional comparisons were made.

## Results

### 1. mRNA expression signature of D1D2MO and D3MO in head, abdomen and tail regions

1056 unique transcripts were differentially expressed in at least one of the studied conditions and/or body regions. 

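The abdomen arrays compared 3 groups of larvae at 72 hpf. These had been injected with the standard control morpholino (SCMO), the morpholinos against D1 and D2 (D1D2MO) or the morpholino against D3 (D3MO). Each group had 4 biological replicates, and the 12 RNA samples were hybridised on 14 two-colour arrays. SCMO was set against D1D2MO on 6 arrays and against D3MO on 4 arrays, while the knockdowns were set against each other on 4 arrays. Both dye orientations were used equally often in each pairing. Each replicate pooled 40 abdomens according to the paper and 20 according to the sample labels. An abdomen held yolk, swim bladder, liver and gut. The authors left out spots that stayed under the background plus 2 SD on all arrays and corrected the background with a normal-exponential model. They normalized the dye ratio within each array by loess and fitted linear models with limma. Their deposited table gives the log2 fold change (log2FC) and the p-value of 13270 probes for D1D2MO against SCMO, D3MO against SCMO and D3MO against D1D2MO. The Benjamini-Hochberg adjustment was computed again from these p-values and lay within 2.1e-05 of the deposited adjusted p. Standard errors (SE) given for single genes were recovered from the deposited log2FC and p at the 6.93 total degrees of freedom of the limma fit, with a median of 0.083 for D1D2MO and 0.092 for D3MO against SCMO. Probes with an adjusted p under 0.05 and an absolute log2FC over 0.585 were called differentially expressed, as in the methods of the paper. Gene symbols came from S2 Table and from RefSeq accessions and named 888 probes (6.69%) of 740 genes. Most were named because they changed in some body part, so counts within gene lists cover named genes only. A gene with several probes is given by its probe with the smallest p in each contrast, so that contrasts can rest on different probes. Lists of genes were fixed before the deposited values were examined, but after the values of S2 Table, which include abdomen values, had been seen. The lists were tested against the other named genes with limma's cameraPR at a preset correlation of 0.01, adjusted over 19 lists and the 3 contrasts. An estimated correlation between genes needs the values of each array, which were not analysed here. Preset correlations of 0.05 and 0.1 were used as alternatives, with a further test over genes named through a head or tail value that was chosen after seeing the data. The numbers of replicates and of arrays limit the precision of every value, and the arrays carry no replicate numbers in the sources used here. Whether the SE and the p-values cover the spread between replicates cannot be told, as the authors' model is not given in full.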

Hierarchical clustering analysis across these responding transcripts revealed that the transcriptional response in the head was similar in both deiodinase knockdowns, although the response of D3MO was stronger (Fig 1). Most of these differentially expressed transcripts in the head were downregulated. In contrast, the response in abdomen and tail was knockdown-specific and similar among these two body parts, and transcripts were mainly upregulated. 

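The beta-type embryonic globin hbbe3, which carries oxygen in red blood cells, rose in both knockdowns, with a log2FC of 1.14 (SE 0.081, adjusted p = 0.00198) in D1D2MO and 2.46 (SE 0.094, adjusted p = 0.000277) in D3MO in the authors' deposited table. Liver fatty acid binding protein fabp10a fell in both, with a log2FC of -0.94 in D1D2MO and -1.38 in D3MO in the same deposited table of the authors. The large ribosomal subunit gene rpl7 went in opposite directions, with a log2FC of 0.63 (SE 0.066, adjusted p = 0.00929) in D1D2MO and -0.62 (SE 0.073, adjusted p = 0.0135) in D3MO in the authors' deposited table. Of the 234 probes called in either knockdown, 90 were called in D1D2MO, 120 in D3MO and 24 in both. The shared probes were 20 that rose in both, 3 that fell in both and 1 that rose in D1D2MO and fell in D3MO. Those that rose in both belonged to 14 genes, among them skeletal and cytoskeletal actins, tropomyosins and troponin T (tnnt3a). Independent lists of these sizes would share 0.83, 0.034 and 0.27 probes in these directions, and 100 simulations of unchanged groups with shared SCMO arrays a mean of 0. These simulations gave a mean of 0.01 calls in all, so that they say nothing of the overlap that shared arrays add among changed probes. The direct contrast of the knockdowns also called 57.0% of the D1D2MO probes and 54.9% of the D3MO probes. Across all 13270 probes, which are not independent replicates, the log2FC of the knockdowns correlated with a Pearson r of 0.243 and a Spearman rho of 0.182. Unchanged groups with shared SCMO arrays gave a simulated r of 0.449. The covariance was 0.00876 against a simulated 0.00532, and since the SCMO samples cannot be split, part of the overlap may come from them.
Of 284 transcripts with a D3MO tail value in S2 Table that were also measured in abdomen, 264 (93.0%) had the same sign in D3MO abdomen. Their median log2FC was 0.30 for those up in tail and -0.30 for those down, and the Spearman rho across transcripts was 0.783. The same transcripts had the tail's sign in 151 cases (53.2%) in D1D2MO abdomen, with medians of 0.04 and -0.014. Of 279 such transcripts of D1D2MO tail, 277 of them up, 218 had the same sign in D1D2MO abdomen and 196 in D3MO abdomen. Medians were 0.20 and 0.13 for those up in tail. The Spearman rho was lower with D1D2MO abdomen (0.151) than with D3MO abdomen (0.287). These transcripts include 60 probes called in the same direction in tail and abdomen of D3MO and 40 in D1D2MO, which the paper chose partly on these abdomen arrays.

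**Figure D1:**
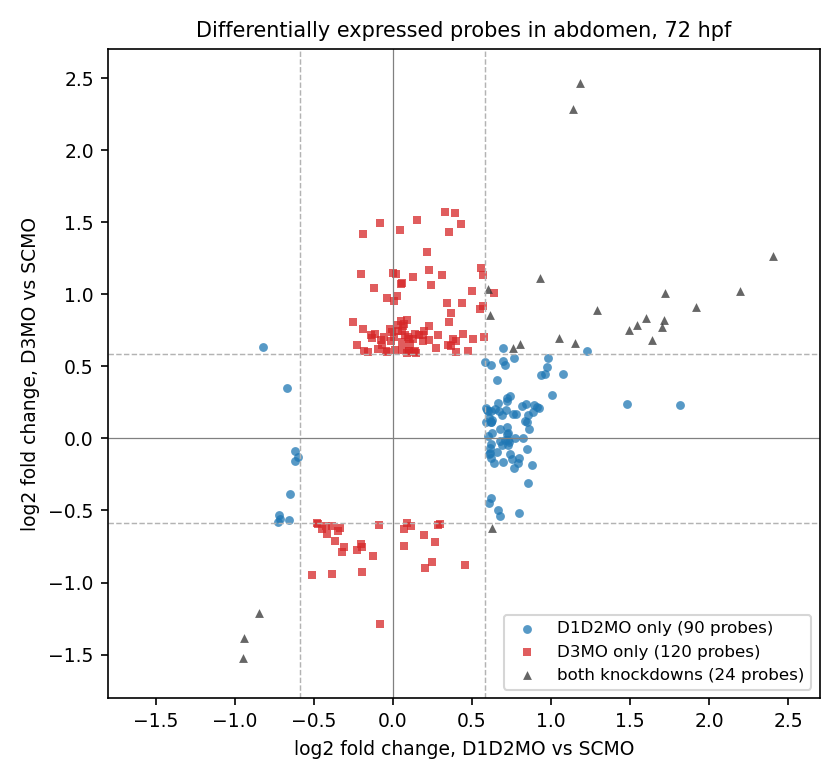
Log2 fold change of the 234 probes called in abdomen in either knockdown, D1D2MO (x axis) against D3MO (y axis), each against SCMO. Circles are the 90 probes called only in D1D2MO, squares the 120 called only in D3MO and triangles the 24 called in both, and dashed lines mark the threshold of 0.585.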

An overview of the numbers of significantly up- and downregulated mRNAs for D1D2MO and D3MO in each body part is also given in Fig 1. In the head, a higher number of differentially expressed transcripts was observed in D3MO (293) in comparison to D1D2MO (82). In the tail, the number of differentially expressed transcripts in D1D2MO (362) and D3MO (311) was similar. In the abdomen, the number of significantly differentially expressed transcripts was limited and similar in both D1D2MO (88) and D3MO (112).

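Actin transcripts led the D1D2MO abdomen, with cytoskeletal actb2 at a log2FC of 2.19 (SE 0.085, adjusted p = 0.000308) and skeletal muscle acta1a at 1.82 (SE 0.079, adjusted p = 0.000308) in the authors' deposited table. Probes of near-identical actin paralogs may read each other's transcripts, and for actb2 they ranged from 0.63 to 2.19 in the authors' deposited table. The smaller set that fell in D1D2MO included the iron carrier transferrin tfa at a log2FC of -0.71 (SE 0.085, adjusted p = 0.0138) and the pancreatic progenitor factor ppdpfa at -0.66, which another probe gave as -0.045 in the authors' deposited table. Large rises in D3MO were those of adenylate kinase ak1 (zgc:91930), which keeps adenine nucleotides in balance, at 1.49 (SE 0.073, adjusted p = 0.000845) and of the muscle taxilin txlnbb at 1.42 (SE 0.11, adjusted p = 0.00410) in the authors' deposited table. Sterol carrier scp2a fell to a log2FC of -0.94 and starmaker (stm), an otolith matrix gene, to -0.79 in D3MO in the authors' deposited table. In all, 114 probes were called in D1D2MO, of which 101 rose and 13 fell, and 144 in D3MO, of which 109 rose and 35 fell. The called probes carried 88 distinct accessions and 80 gene symbols in D1D2MO and 110 accessions and 98 symbols in D3MO. Their median fold was 1.66 and 1.68. At an unadjusted p under 0.05 the limma fit had 2730 probes in D1D2MO and 1583 in D3MO.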

**Fig 1:**
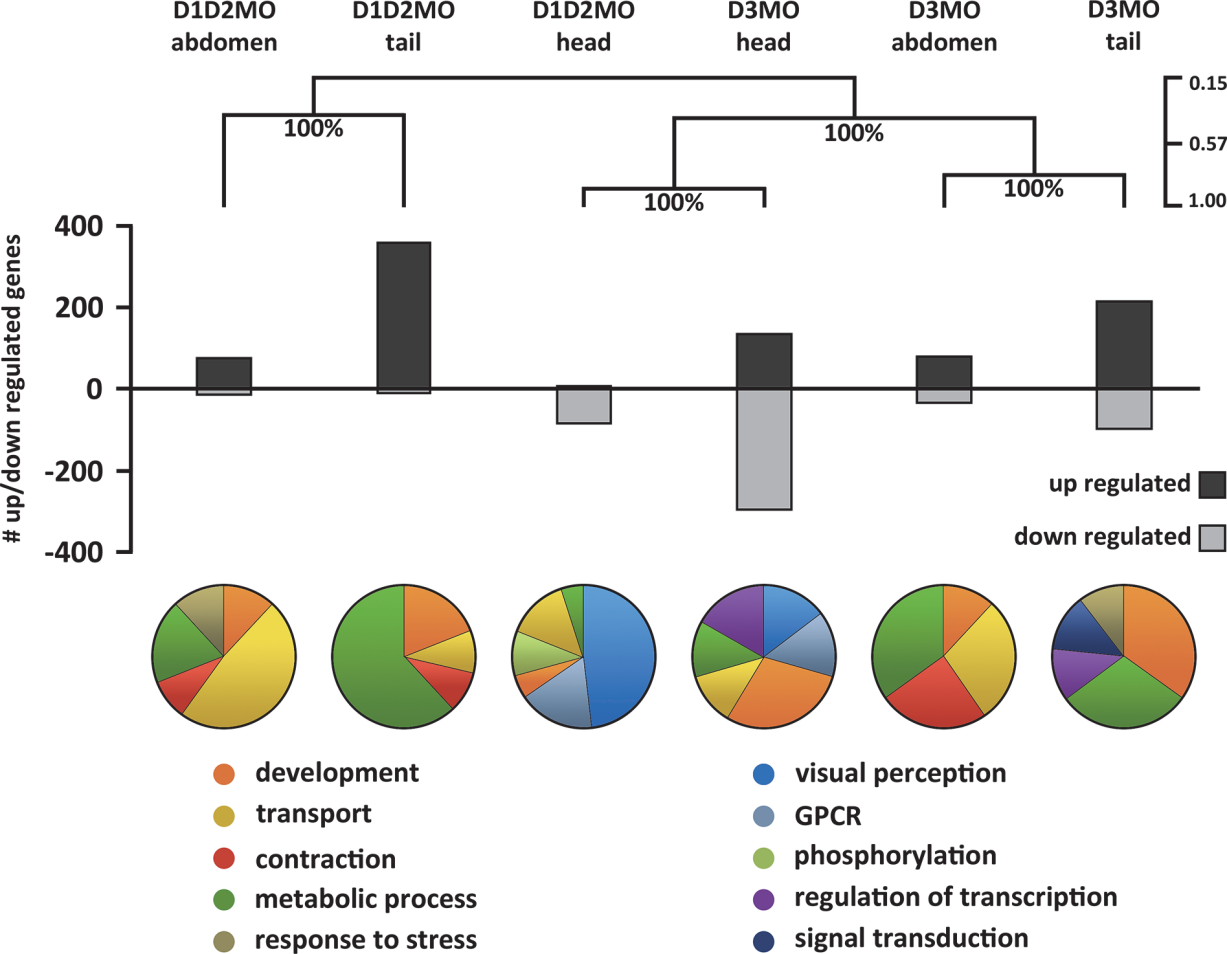
mRNA expression signature in head, abdomen and tail of deiodinase knockdown larvae at 72 hpf. The results of unsupervised hierarchical clustering (Pearson correlation, average linkage) generated on the total set of significantly differentially expressed transcripts in D1D2MO and D3MO in the head (H), abdomen (A) and tail (T) regions are shown at the top. This analysis shows (dis)similarities among expression patterns in the different body parts of the deiodinase knockdowns. The transcriptional response in the head was similar in both deiodinase knockdowns, and distinct from that in other body parts. In contrast, the response in abdomen and tail was knockdown-specific but similar among these two body parts. Bootstrap support values (in %) are denoted at each node, showing the level of confidence in each step of the clustering. The legend on the right shows the Pearson correlation coefficient. The bar chart gives an overview of the number of up- and downregulated transcripts for each knockdown in each body part. Pie charts summarize the most important GO classes (gene ontology: biological process) affected by each knockdown in each body part. GO classes were manually grouped into broad biological categories. GO classes received a score calculated in Blast2GO based on the number of sequences they contained and the level of their specificity. GPCR = G-protein coupled receptor signalling pathway. D1D2MO: combination of deiodinase type 1 and type 2 morpholino-injected, D3MO: deiodinase type 3 morpholino-injected, and SCMO: standard control morpholino-injected.

To functionally characterize the altered mRNA expression signatures in the different body parts of D1D2MO and D3MO in general, the most important GO classes were identified using a score based on both the number of sequences and the specificity of the GO class. Fig 1 shows pie charts of broader biological categories into which these GO classes were grouped to provide an overview of the most important processes affected by each knockdown in each body region. (See S1 Table for a detailed overview of the GO analysis). In the head of D1D2MO and D3MO there was an important effect on visual perception and G-protein coupled receptor signalling pathway, which are both involved in vision. Additionally, we identified purine metabolism as the most strongly affected KEGG pathway in the head (See S1 Table for a detailed overview of the KEGG analysis). Fig 2 shows the most important enzymes of the purine metabolism pathway linked to the phototransduction pathway implicated in vision. From this figure, it is clear that D1D2MO and D3MO for the most part downregulated the same transcripts, but that D3MO furthermore downregulated additional transcripts.

**Fig 2:**
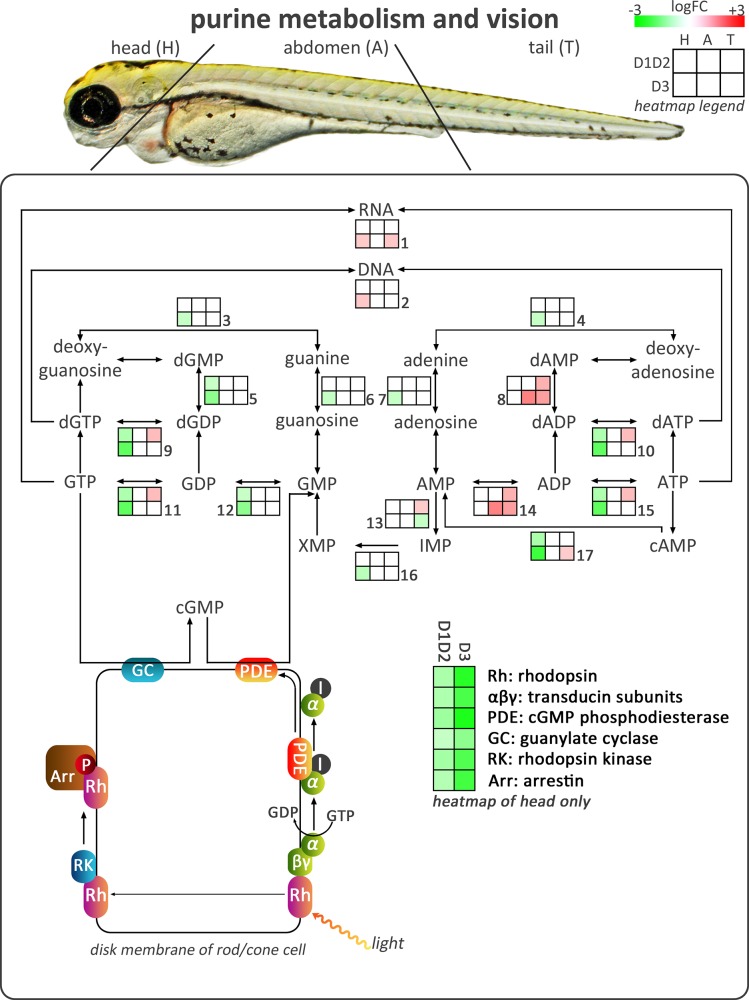
Overview of transcriptional effects on purine metabolism and vision. The figure shows the affected part of the KEGG pathway ‘purine metabolism’, and its link to vision. Small heat maps show logFC values of differentially expressed transcripts coding for the enzymes involved in the pathway. Green indicates downregulated (Log2FC ≤ -0.585, FDR ≤ 0.05), and red indicates upregulated (Log2FC ≥ 0.585, FDR ≤ 0.05) transcripts. White boxes indicate that transcripts were not differentially expressed. D1D2: combination of deiodinase type 1 and type 2 morpholino-injected, D3: deiodinase type 3 morpholino-injected, I: inhibitory subunit of PDE. Numbers refer to S2 Table listing the details of the differentially expressed transcripts.

In abdomen and tail of both knockdown conditions, the GO classes representing the differentially expressed transcripts were mainly involved in metabolic processes, development and contraction, together with some more general processes such as transport, signal transduction, regulation of transcription and response to stress. 

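Muscle contraction, embryonic fin and skin structure, and haemoglobin were among the groups of genes that moved together in abdomen. A different mix of tissues in the abdomens dissected from each group was not tested against SCMO and stays open for them. Of 36 named genes of the fast skeletal sarcomere, 13 rose and 1 fell in D1D2MO and 14 rose in D3MO (14 up and 2 down, and 20 up, when adjusted over the list alone). Examples in D1D2MO were fast troponin C (tnnc2) at a log2FC of 1.07 (SE 0.10, adjusted p = 0.00703), muscle creatine kinase ckma at 0.85 and calsequestrin casq1a, which binds calcium in the sarcoplasmic reticulum, at 0.81 in the authors' deposited table. The list was higher in D1D2MO than other named genes at an adjusted p = 0.000230 from limma's cameraPR, but at an adjusted p = 0.0654 with a preset correlation of 0.1. Its 7 alternatives ranged from 7.90e-05 to that value. Of 7 genes of the fin fold and of bone-forming cells, 6 rose in D1D2MO and none was called in D3MO, where 3 had an unadjusted p under 0.05 from limma (7 up in D1D2MO when adjusted over the list alone). Among these, the collagen-binding matrix protein osteonectin (sparc) had a log2FC of 0.85 (SE 0.066, adjusted p = 0.00252), collagen col1a1a 0.80 and the fin fold actinodin and3 0.72 in the authors' deposited table. The fin fold list passed the test in D1D2MO (adjusted p = 5.08e-06 from limma's cameraPR). Too few of its 7 genes were named through a head or tail value to repeat the test over such genes. Of 5 named red blood cell genes, 1 rose in D1D2MO and 4 rose in D3MO (the same when adjusted over the list alone). They include embryonic alpha globins hbae1 at a log2FC of 1.14 (SE 0.093, adjusted p = 0.00480) and hbae3 at 0.65 in D3MO in the authors' deposited table. The adjusted p of this list from cameraPR was 3.07e-07 in D3MO and 0.0195 in D1D2MO. The latter was an adjusted p = 0.0654 with a preset correlation of 0.1, the highest of 6 alternatives from 0.00360. The red blood cell list also had too few genes named through a head or tail value for that test. Of 25 genes for oxidative phosphorylation 3 rose in D1D2MO, where 18 had an unadjusted p under 0.05 from limma. The list had a median log2FC of 0.25 there and did not pass the test (adjusted p = 0.0740 from limma's cameraPR). It did with the rank-based form of limma's cameraPR (adjusted p = 0.0132), the lowest of 7 alternatives up to 0.442. The 3 that rose were cytochrome c (cycsb) at 0.67, ATP synthase subunit c (zgc:73293) at 0.74 and subunit beta (atp5b) at 0.61 in the authors' deposited table. Of 8 genes for protein folding in the stress response, 2 rose in D3MO and none was called in D1D2MO, where the limma fit gave 3 an unadjusted p under 0.05. When adjusted over the list alone, 2 rose and 1 fell in D3MO. The protein folding list passed the test in neither knockdown. Chaperonin subunit cct2, which helps to fold actin and tubulin, rose to 0.60 in D3MO in the authors' deposited table.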

Especially in the tail of D1D2MO a lot of transcripts involved in carbohydrate metabolism, including gluconeogenesis/glycolysis, the citric acid cycle, and the electron transport chain, were upregulated, while this was not the case in D3MO. These pathways were also identified in the KEGG pathway analysis and are shown in Fig 3. Additionally, transcripts involved in protein degradation were upregulated in D1D2MO tail. 

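Aminoacyl-tRNA synthetases, which load amino acids onto tRNA, rose in D3MO abdomen, while most genes of ribosomal proteins that changed there fell. Of 7 named genes of tRNA synthetases and their complex, 4 rose and none fell (4 when adjusted over the list alone). Isoleucyl-tRNA synthetase (iars) rose to a log2FC of 1.12 (SE 0.072, adjusted p = 0.00226) and the scaffold protein of the synthetase complex (aimp1) to 0.78 (SE 0.083, adjusted p = 0.0108) in the authors' deposited table. Tryptophanyl-tRNA synthetase (wars) was at 0.67 in the same deposited table of the authors, with 0.058 in D1D2MO. Of 37 named ribosomal protein genes, 8 fell and 1 rose in D3MO (9 and 1 when adjusted over the list alone), with a median log2FC of -0.45. The lowest were rpl22l1 at a log2FC of -1.29 (SE 0.087, adjusted p = 0.00226), rps9 at -0.88 (SE 0.085, adjusted p = 0.00961) and rpl3 at -0.86 (SE 0.08, adjusted p = 0.00875) in the authors' deposited table. The exception was rps27l (zgc:136826), a paralog of a small subunit protein, which rose to 1.29 (SE 0.074, adjusted p = 0.00121) in the authors' deposited table. Of 14 translation factors, initiation factor subunit eif3k (zgc:110726) rose to 0.78 and elongation factor eef1a1l2 fell to -0.67 in the authors' deposited table. With limma's cameraPR the synthetases were higher at an adjusted p of 0.000491 and the ribosomal proteins lower at an adjusted p of 2.61e-08, and both stayed under 0.05 with every alternative run. Translation factors did not pass the test (adjusted p = 0.790 from limma's cameraPR, lower than other named genes although their median was 0.034). Many of these genes are named through S2 Table, which holds the transcripts that the paper chose on these and other arrays, so their direction is not independent evidence.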

In D3MO tail, differentially expressed transcripts were mainly involved in protein turnover and part of this response was also observed in D3MO abdomen. From the heat map (Fig 4), it is clear that the response in abdomen was limited. 

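In D1D2MO abdomen the genes of this group that rose were elongation factors eef1g and eef2b, with a log2FC of 0.88 (SE 0.13, adjusted p = 0.0231) and 0.66 in the authors' deposited table, and ribosomal proteins such as rps2 and rpl8, with 0.72 and 0.70. Initiation factor eif5, which helps to place the ribosome at the start codon, fell to -0.67 (SE 0.075, adjusted p = 0.0115) in D1D2MO in the authors' deposited table. Of the transcripts for protein degradation, the mitochondrial protease subunit clpp rose in D1D2MO to a log2FC of 0.72 (SE 0.076, adjusted p = 0.00929) in the authors' deposited table. The proteasome subunit psmb4 and the matrix metalloproteinase mmp2 rose in D3MO to 0.73 and 0.60 in the deposited table of the authors. The abdomen arrays measured 48 of the 59 probes of Fig 4, and 7 rose and 1 fell in D1D2MO while 6 rose and 9 fell in D3MO. These probes were selected by the study partly on these arrays, so their counts are no independent evidence. Of 10 named proteasome subunits, 1 rose in D3MO and none was called in D1D2MO (the same when adjusted over the list alone). Their medians were 0.17 and 0.15, and the list passed the test in neither knockdown (adjusted p = 0.356 and 0.613 from limma's cameraPR). In D1D2MO the limma fit gave 4 of the 10 subunits an unadjusted p under 0.05. Ribosomal protein genes were higher in D1D2MO at a median log2FC of 0.33, 4 of the 37 rising and none falling. Their adjusted p from cameraPR was 0.0157, but an adjusted p = 0.132 with a preset correlation of 0.05, 0.331 with 0.1 and 0.0683 over genes named through a head or tail value. Its 7 alternatives ranged from 0.00328 to 0.331.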

Fig 5 shows a heat map of the differentially expressed transcripts included in those GO classes that were grouped into the broad class of development. In the tail of both knockdown groups, several transcripts coding for proteins involved in muscle development were upregulated. 

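Several contractile and muscle assembly genes rose in the abdomen of D3MO. Among them were fast myosin light chain mylpfa with a log2FC of 1.14 (SE 0.20, adjusted p = 0.0439), the calcium pump atp2a1 with 1.02 (SE 0.12, adjusted p = 0.0145) and the calcium release channel ryr1b with 0.96 in the authors' deposited table. Some genes that fold myosin and build the sarcomere rose as well. The myosin chaperone unc45b was at a log2FC of 0.76 (SE 0.08, adjusted p = 0.0108), the heat shock protein hsp90aa1.1 at 0.79 (SE 0.083, adjusted p = 0.0108) and the methyltransferase smyd1a at 0.70 in the authors' deposited table. Of the heart genes, cmlc1 (cardiac myosin light chain-1) had a log2FC of 0.69 (SE 0.078, adjusted p = 0.0120) and the light chain myl7 of both heart chambers 0.63 (SE 0.10, adjusted p = 0.0304) in the authors' deposited table. The intermediate filament gene desma, which links myofibrils, was at 0.61 in the deposited table of the authors. The smooth muscle actin acta2 and smooth muscle myosin myh11a went the other way, to -1.21 (SE 0.08, adjusted p = 0.00226) and -0.71 (SE 0.086, adjusted p = 0.0145) in the authors' deposited table. Of 4 named heart muscle genes, 3 rose and none fell in D3MO, and of 5 muscle chaperones 3 rose and none fell, the same when adjusted over each list alone. The slow skeletal sarcomere had 1 of 5 genes up, the myosin smyhc3 at 0.61 in the authors' deposited table. The list did not pass the test (adjusted p = 0.406 from limma's cameraPR). Fast sarcomere genes, at a median log2FC of 0.53, were higher in D3MO at an adjusted p of 8.95e-06 from cameraPR, and under every alternative run. The chaperones were higher at an adjusted p of 0.0456, but at an adjusted p = 0.0745 with a preset correlation of 0.05, 0.113 with 0.1 and 0.0955 on log2FC values. Its 7 alternatives ranged from 0.0143 to 0.113.

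**Figure D2:**
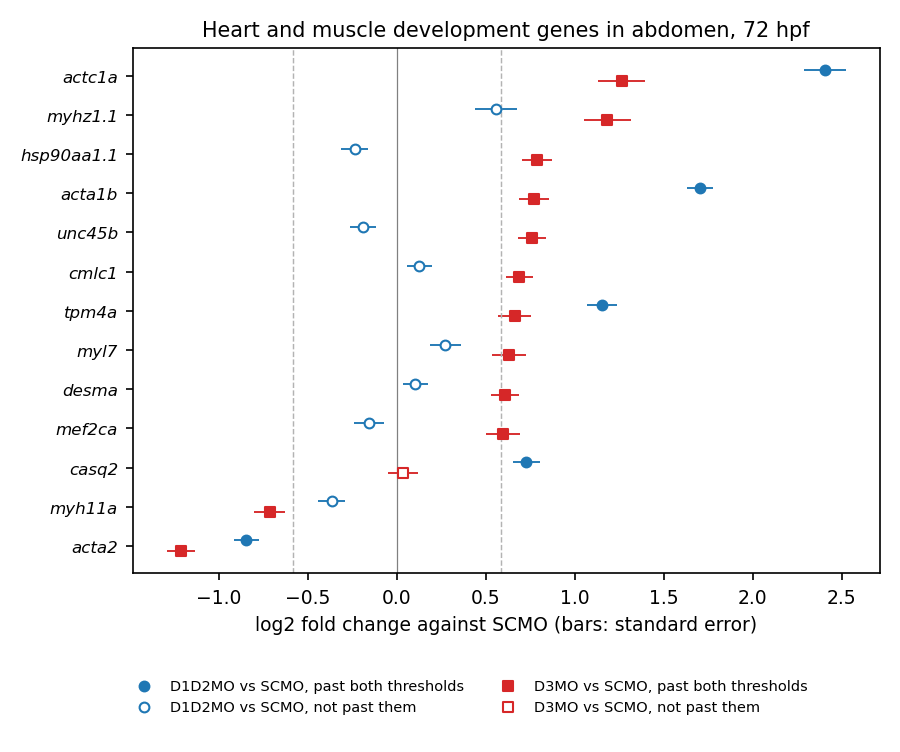
Log2 fold change against SCMO (x axis) of 13 genes, those of the heart and muscle development group of Fig 5, the heart muscle list and the smooth muscle list that were called in either knockdown. Circles are D1D2MO and squares D3MO, filled where past both thresholds, with the standard error as bars; actc1a and tpm4a have other probes with smaller values.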

In abdomen of D3MO in particular, several transcripts involved in muscle development and contraction, including some specifically involved in heart development (e.g. cardiac myosin light chain-1), were differentially transcribed (mostly upregulated). Furthermore, in the tail of D3MO we specifically observed altered transcriptional expression of genes involved in nervous system development.

**Fig 3:**
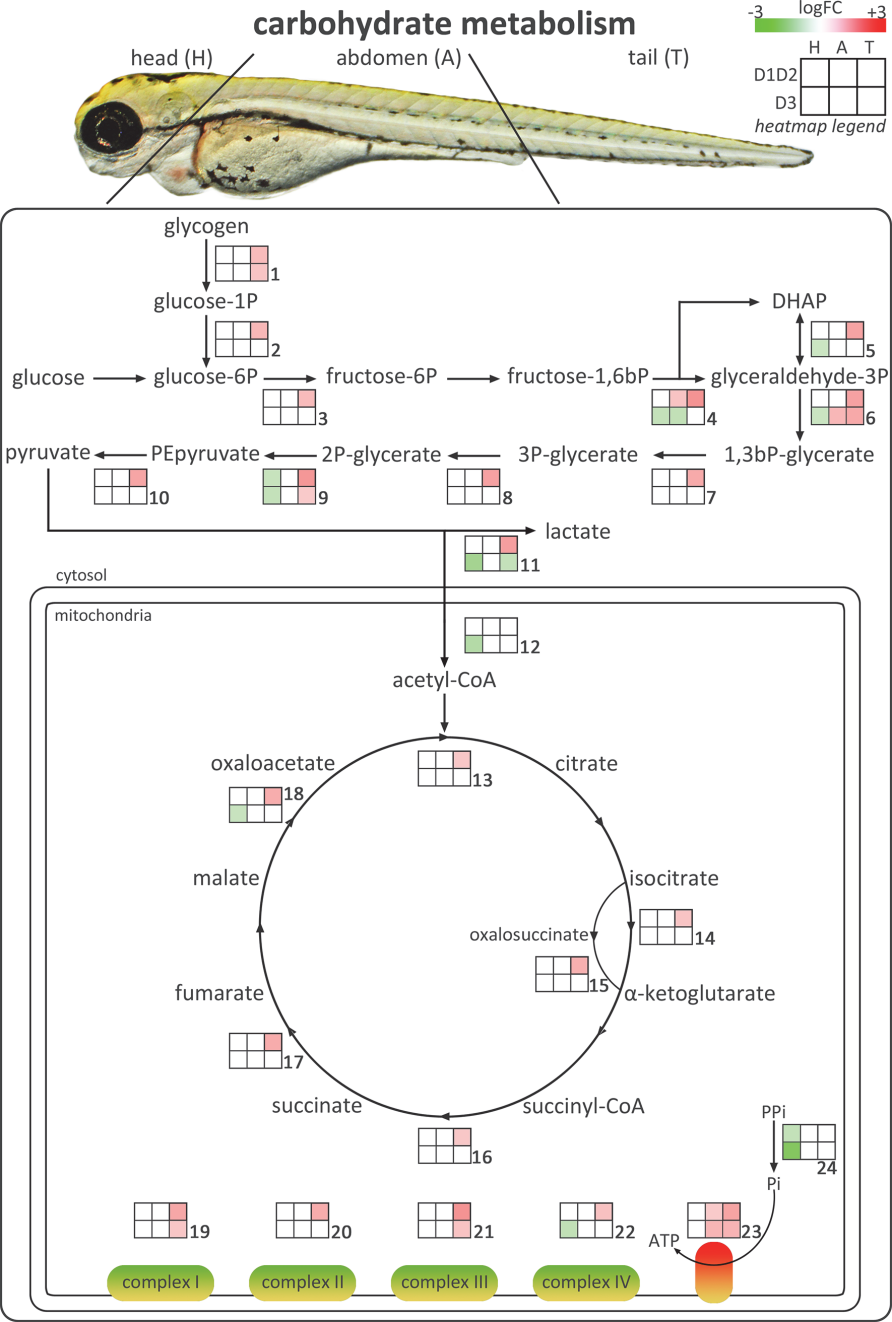
Overview of transcriptional effects on carbohydrate metabolism. The figure shows carbohydrate metabolism starting with glycogen breakdown, and including glycolysis/gluconeogenesis, the citric acid cycle and oxidative phosphorylation. Small heat maps show logFC values of differentially expressed transcripts coding for the enzymes involved in the pathway. Green indicates downregulated (Log2FC ≤ -0.585, FDR ≤ 0.05), and red indicates upregulated (Log2FC ≥ 0.585, FDR ≤ 0.05) transcripts. White boxes indicate that transcripts were not differentially expressed. D1D2: combination of deiodinase type 1 and type 2 morpholino-injected, D3: deiodinase type 3 morpholino-injected. Numbers refer to S2 Table listing the details of the differentially expressed transcripts.

**Fig 4:**
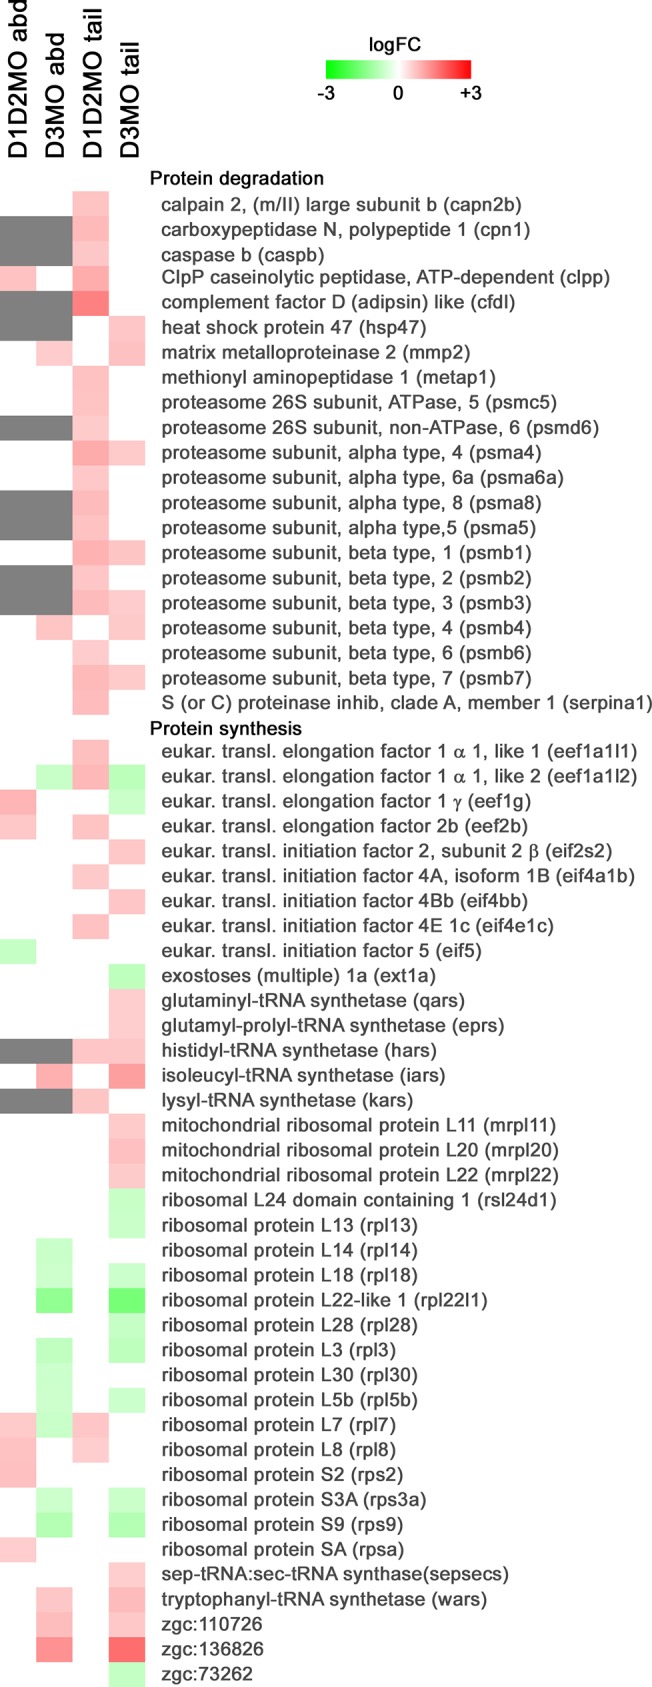
Heat map of differentially expressed transcripts involved in protein metabolism in abdomen and tail region. Green indicates downregulated (Log2FC ≤ -0.585, FDR ≤ 0.05), and red indicates upregulated (Log2FC ≥ 0.585, FDR ≤ 0.05) transcripts. White boxes indicate that transcripts were not differentially expressed. Grey boxes indicate that transcripts were removed from analysis in a specific body part because FG < BG + 2SD (See Materials and Methods). Abd: abdomen, D1D2MO: combination of deiodinase type 1 and type 2 morpholino-injected, D3MO: deiodinase type 3 morpholino-injected. All differentially expressed transcripts are listed with their details in S2 Table.

**Fig 5:**
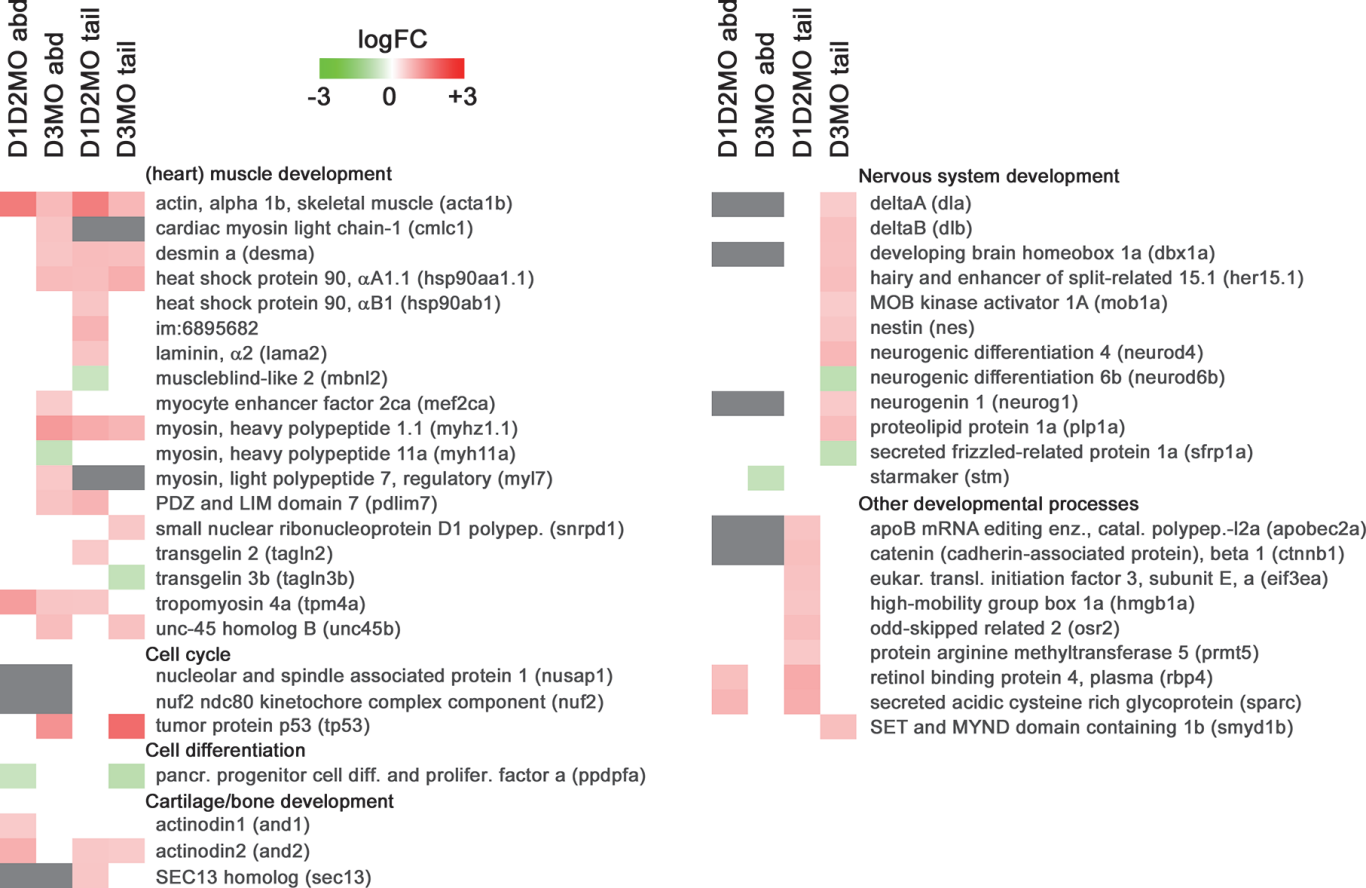
Heat map of differentially expressed transcripts involved in developmental processes in abdomen and tail region. Green indicates downregulated (Log2FC ≤ -0.585, FDR ≤ 0.05), and red indicates upregulated (Log2FC ≥ 0.585, FDR ≤ 0.05) transcripts. White boxes indicate that transcripts were not differentially expressed. Grey boxes indicate that transcripts were removed from analysis in a specific body part because FG < BG + 2SD (See Materials and Methods). Abd: abdomen, D1D2MO: combination of deiodinase type 1 and type 2 morpholino-injected, D3MO: deiodinase type 3 morpholino-injected. All differentially expressed transcripts are listed with their details in S2 Table.

### 2. Analysis of the knockdown phenotype

All endpoints evaluated in the ELS test, are listed in Table 1. Those endpoints showing significant effects are shown in Fig 6A–6F. Other endpoints were not significantly affected by the knockdown conditions. At 24 hpf, the average heart rate was significantly increased in D3MO compared to SCMO and D1D2MO embryos (Fig 6A). At 48 hpf, the average heart rate in D3MO was similar to control levels. Compared to SCMO, the average body length at 96 hpf was significantly reduced in D1D2MO and D3MO by 0.07 mm and 0.22 mm respectively, the reduction being significantly stronger in D3MO (Fig 6B). At 96 hpf, swim bladder inflation was observed in 59% (70 of 119 larvae) and 72% (86 of 119 larvae) of the injected (SCMO) and uninjected control (UC) embryos respectively. Swim bladder inflation was significantly impaired in D1D2MO (40% inflated, 48 of 119 larvae) and D3MO (4% inflated, 4 of 110 larvae) compared to the controls, and the effect was significantly stronger in D3MO (Fig 6C). At 96 hpf, 13% (14 of 110 larvae) of D3MO embryos had developed pericardial oedema in contrast to only 1% (1 of 119 larvae) of D1D2MO and 0% (0 of 119 larvae) of SCMO (Fig 6D). D3MO significantly delayed hatching (Fig 6E), but at 96 hpf all D3MO embryos had hatched.

**Fig 6:**
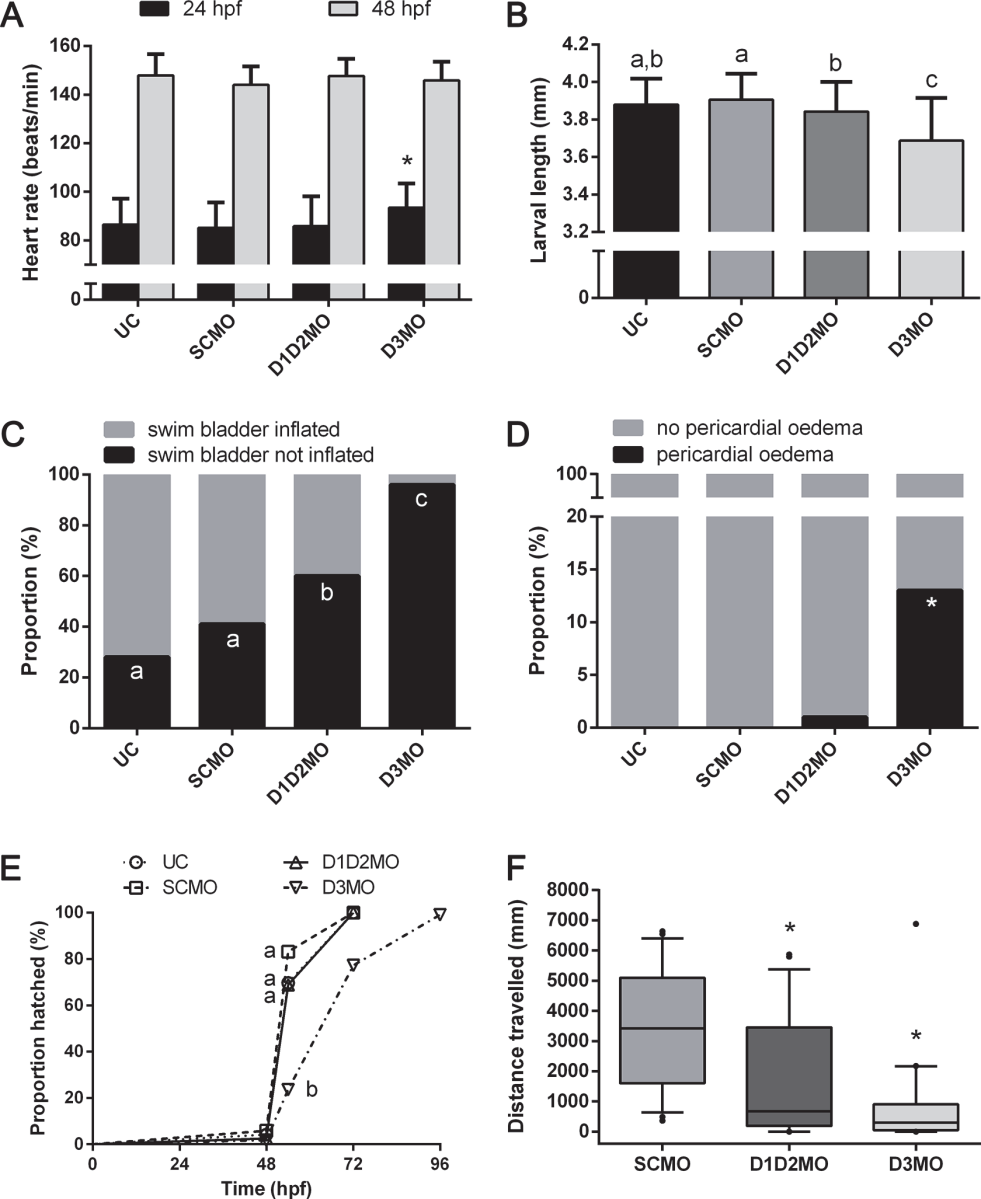
Phenotypic effects observed in D1D2MO and D3MO zebrafish larvae. (A) heart rate at 24 and 48 hpf, (B) larval length at 96 hpf, (C) swim bladder inflation success at 96 hpf, (D) frequency of pericardial oedema at 96 hpf, (E) hatching success as a function of time, and (F) larval motility at 96hpf: boxplot with median, 10 and 90 percentile of the travelled distance during 45 minutes. In (A) and (B), data are shown as average ± SD and SD was calculated over all individual embryos. Knockdowns were initially compared to SCMO, and * indicates a significant difference from SCMO. If further differences were observed, additional comparisons were made, and different letters indicate significant differences among experimental groups. In (E), letters indicate significant differences among hatching curves taking all time points into account. D1D2MO: combination of deiodinase type 1 and type 2 morpholino-injected, D3MO: deiodinase type 3 morpholino-injected, UC: uninjected control. SCMO: standard control morpholino-injected.

Larval motility at 96 hpf showed that the distance travelled was significantly reduced compared to SCMO in both D1D2MO and D3MO (Fig 6F). At 72 hpf, the carbohydrate content in D3MO was significantly increased compared to SCMO (Fig 7A). In both D1D2MO and D3MO the protein content was significantly decreased compared to SCMO (Fig 7B). Lipid levels were unaffected (Fig 7C). Although in D1D2MO and D3MO the total energy content was decreased by 11% (0.005860611 kjoule of 0.055707 kjoule) and 13% (0.007307004 kjoule of 0.055707 kjoule) compared to UC, the total energy content was not significantly different from that of SCMO (Fig 7D).

**Fig 7:**
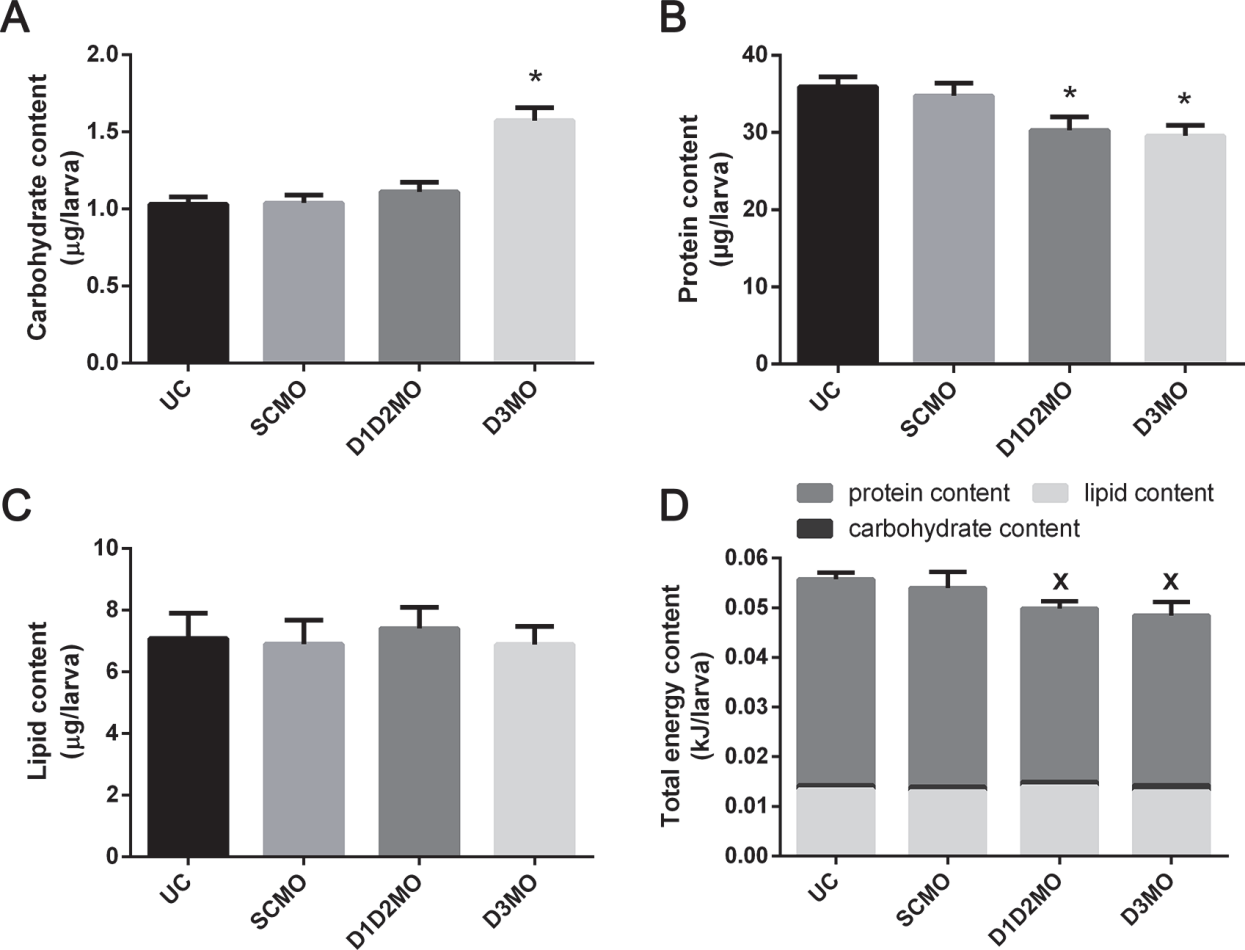
Effect of deiodinase knockdown on energy status of zebrafish larvae. (A) carbohydrate content, (B) protein content, (C) lipid content, and (D) total energy content in zebrafish larvae at 72 hpf. Data are shown as average ± SD and SD was calculated over four biological replicate samples. Error bars in (D) show SD of total energy content. * indicates a significant difference from SCMO. X indicates a significant difference from the total energy content of UC. D1D2MO: combination of deiodinase type 1 and type 2 morpholino-injected, D3MO: deiodinase type 3 morpholino-injected, UC: uninjected control. SCMO: standard control morpholino-injected.

## Discussion

Although it is established that THs have a fundamental role in development, many uncertainties remain regarding the role of TH activating and inactivating deiodinases during early vertebrate development. In deiodinase knockdown zebrafish, we investigated both mRNA expression profiles and phenotypic effects. Phenotypic effects were less severe or sometimes absent in D1D2MO compared to D3MO (Fig 6). 

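Several skin genes of the abdomen differed between the knockdowns. A different share of skin in the dissected abdomens was not tested and stays open. Keratins krt4 and krt8, which form the filaments of epidermal cells, rose in D1D2MO with a log2FC of 0.89 (SE 0.068, adjusted p = 0.00242) and 0.64 (SE 0.073, adjusted p = 0.0122) in the authors' deposited table. In D3MO they had 0.23 and -0.17, and the direct contrast of D3MO against D1D2MO gave -0.66 (SE 0.075, adjusted p = 0.00858) and -0.81 (SE 0.081, adjusted p = 0.00543) in the authors' deposited table. Of 10 named epidermis genes, 3 rose in D1D2MO, none was called in D3MO and 5 were lower in D3MO than in D1D2MO, the same when adjusted over the list alone. At an unadjusted p under 0.05 the limma fit had 3 of them in D3MO. The epidermis list was higher in D1D2MO with an adjusted p of 0.00883 from limma's cameraPR, but an adjusted p = 0.0654 with a preset correlation of 0.1, the highest of 7 alternatives from 0.00392. Of 8 named genes of beta actin and the cytoskeleton, 4 rose in D1D2MO, 3 rose in D3MO and 3 were lower in D3MO than in D1D2MO. Profilin pfn1, which feeds actin monomers to growing filaments, was at 0.83 (SE 0.11, adjusted p = 0.0185) in D1D2MO and 0.00047 in D3MO in the authors' deposited table. This list passed the test in D1D2MO (adjusted p = 0.00367 from limma's cameraPR) and not in the direct contrast (adjusted p = 0.379). There it passed over genes named through a head or tail value (adjusted p = 0.0452 from limma's cameraPR), the lowest of 7 alternatives up to 0.571. The muscle gene txlnbb, at -0.19 in D1D2MO, was higher in D3MO by a log2FC of 1.60 (SE 0.11, adjusted p = 0.00260) in the authors' deposited table, the largest rise of any gene named here in that contrast. Over all probes the direct contrast called 118 as higher and 168 as lower in D3MO than in D1D2MO. Of the 234 probes called against SCMO in either knockdown 131 were among them, and the other 155 were called in neither knockdown.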

Based on the transcriptional expression profiles, both knockdown conditions caused a highly similar response in the head while the responses in abdomen and tail differed between the two knockdowns (Fig 1). Many of these responses would probably have remained undetected if transcriptional profiling were performed on whole organisms. 

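Markers of single abdominal tissues moved in small groups. Of 13 named genes of liver secretion, 1 rose and 2 fell in D1D2MO, and 1 rose and 2 fell in D3MO (1 up and 3 down in both when adjusted over the list alone). The retinol carrier rbp4 rose in D1D2MO to a log2FC of 0.73 (SE 0.078, adjusted p = 0.0101) and had -0.19 in D3MO in the authors' deposited table. Another rbp4 probe called in D1D2MO, at 0.68, had 0.066 in D3MO. By contrast nr0b2a, a nuclear receptor that represses bile acid synthesis, was at 0.0046 in D1D2MO and rose to 0.71 (SE 0.088, adjusted p = 0.0153) in D3MO in the authors' deposited table. The tryptophan-degrading enzyme tdo2a fell in D3MO to -0.67 (SE 0.095, adjusted p = 0.0239) in the authors' deposited table. The liver list as a whole was lower in D1D2MO (adjusted p = 0.00367 from limma's cameraPR), but with an adjusted p = 0.0654 at a preset correlation of 0.1 and 0.168 over genes named through a head or tail value. Its 7 alternatives ranged from 0.000335 to 0.168. In D3MO it did not pass the test (adjusted p = 0.139 from limma's cameraPR). Of 3 named genes of the intestinal epithelium, the villin gene vil1l, which bundles actin in microvilli, fell in D3MO to -0.95 (SE 0.075, adjusted p = 0.00440) in the authors' deposited table and was at -0.51 in D1D2MO, short of the fold threshold. For the swim bladder wall 2 genes were named, and anxa5b, with a log2FC of -0.17 in D1D2MO and -0.39 in D3MO in the authors' deposited table, was not called. The other was smooth muscle actin acta2, which fell in D1D2MO to -0.85 (SE 0.072, adjusted p = 0.00390) in the authors' deposited table. Lists for exocrine and endocrine pancreas and for immune cells had 0 named genes and were not analysed here.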

The response in the abdomen was limited, possibly because the tissue type composition of this region was still too complex. Here we discuss the specific responses in the different body parts in relation to phenotypic effects.

### 1. D1D2MO and especially D3MO decrease expression of transcripts involved in purine metabolism and vision

The GO and KEGG analysis showed that the most prominently affected processes in the head were purine metabolism and vision (Fig 2). In a human disease context, a significant correlation between thyroid function and purine nucleotide metabolism has been established [29]. While hypothyroidism has been linked to hyperuricemia (increased levels of urate, a breakdown product of purine metabolism) due to decreased renal excretion [30]), the observed association between hyperthyroidism and hyperuricemia was suggested to be due to increased purine turnover [29]. Although the transcriptional changes in the current study clearly showed that purine metabolism was affected by deiodinase knockdown in developing zebrafish larvae, the prominent downregulation in D3MO contradicts the hypothesized increased turnover. It is however remarkable that this is accompanied by downregulation of transcripts involved in phototransduction. Phototransduction is an important G protein signalling pathway in which the photoreceptor-specific G protein, transducin, activates cGMP phosphodiesterase, necessary for transferring the signal to the brain. Due to the importance of cGMP levels in this process, purine metabolism and vision are tightly linked. All major components of the phototransduction pathway were downregulated in both knockdowns, including rhodopsin, transducin and phosphodiesterase involved in the excitation phase, and guanylate cyclase, rhodopsin kinase, and arrestin involved in recovery or adaptation. Whole mount *in situ* hybridization experiments have shown localized expression of both D2 and D3 in the retina of developing zebrafish embryos [13,31,32]. Together with our previous observations of decreased eye size in D3MO zebrafish at 29 and 96 hpf [10], this suggests that eye development and function are affected by deiodinase knockdown. Eye development has also been shown to be regulated by THs in several other vertebrates including rodents, amphibians and chicken [33]. For example, Sevilla-Romero et al. [34] discovered that the retina from hypothyroid rat pups had fewer dividing progenitor cells and impaired photoreceptors, as well as an overall reduced thickness. In the current study, we did not observe eye underdevelopment or eye malformations by external visual observation under a stereomicroscope (Table 1). However, this does not exclude the possibility of more subtle effects that could be observed using image acquisition and more refined analysis techniques. Overall, these findings suggest that a fine-tuned TH balance is essential to coordinate vertebrate eye development. Disruption of rhodopsin expression in mice was shown to reduce the sensitivity to light [35]. We hypothesize that both D1D2 and D3 deficiency impair eye development and function, reduce light sensitivity and disrupt rhodopsin recovery following bleaching. The observed transcriptional expression response in D3MO was stronger. Therefore, effects on light perception may also be stronger.

### 2. Deiodinase knockdown affects carbohydrate and protein metabolism and muscle development in the tail

In the tail both D1D2MO and D3MO influenced transcriptional expression of transcripts involved mainly in metabolism and development and both conditions were characterized by pronounced upregulation of transcripts (Fig 1). However, the clustering indicates an important difference between the responses to either knockdown, which is obvious in Figs 3–5.

#### D1D2MO and D3MO have different effects on carbohydrate and protein metabolism

While the transcriptional response related to metabolism in D3MO was mostly limited to protein turnover (Fig 4), the response of D1D2MO was characterized by consistent upregulation of a remarkable number of transcripts coding for key proteins in carbohydrate metabolism, including glycogen breakdown, almost all steps of gluconeogenesis/glycolysis, the citric acid cycle and all five complexes of the electron transport chain (Fig 3). High TH levels are known to cause increased mitochondrial respiratory function, increased oxygen consumption, increased basal metabolic rate, and weight loss [36]. The consistent upregulation in D1D2MO tail could reflect a compensatory response to a decreased metabolic rate due to low T_3_ levels. The liver is the central organ responsible for regulating carbohydrate metabolism and so far localized expression of D1 has been shown in liver of 48, 72, 96 and 120 hpf zebrafish embryos [17,31,37]. Although changes in energy metabolism in the tail are mainly attributed to muscle tissue, they are possibly indirectly affected by the liver.

In D3MO larvae, the transcriptional response involved in carbohydrate metabolism was limited, but carbohydrate stores were increased. The impact of TH on glucose metabolism has been studied extensively in humans and rats, where T_3_ is known to stimulate gluconeogenesis and cause hyperglycemia [38–40]. Among other effects, T_3_ stimulates hepatic glucose production and increases GLUT4-mediated transport of glucose into skeletal muscle and adipose cells [41–43]. This could explain the increased carbohydrate levels in D3MO zebrafish larvae. Although this is often related to increased expression of enzymes involved in gluconeogenesis [44], this was not observed in our study. This gluconeogenesis stimulating effect has also been attributed to an excessive availability of alanine as a substrate for gluconeogenesis, resulting from a thyrotoxicosis-associated catabolic state in isolated rat livers [45]. Correspondingly, we found decreased protein levels in D3MO larvae (Fig 7B). Increased proteolysis in skeletal muscle of hyperthyroid rats was found to be mediated mainly via the ubiquitin-proteasome pathway [46]. Among the transcriptional regulations involved in metabolism in D3MO, we mostly found transcripts involved in protein turnover including both protein degradation (proteasome subunits) and protein synthesis (Fig 4). Such conversion of proteins to carbohydrates could be partly responsible for the observed reduced growth of D3MO (Fig 6B), because structural proteins play an important part in growth (e.g. muscle) and because such conversions are energy expensive. Additionally, hyperthyroidism has been related to a decrease in metabolic efficiency by controlling the coupling of mitochondrial oxidative phosphorylation and the cycling of extramitochondrial substrate/futile cycles [47,48]. In contrast to free-feeding organisms, zebrafish embryos depend on a limited energy resource in the yolk up until the start of free-feeding around 5 days post fertilization. Therefore, the larvae analysed in this study could not compensate for a potentially increased energy loss. Although a potential increase of the metabolic rate and decrease of metabolic efficiency in D3MO did not result in a significant decrease of total available energy compared to SCMO, it could have contributed to the reduced growth. In contrast, in the case of D1D2MO, hypothyroidism is known to be related to reduced gluconeogenesis and resulting episodes of hypoglycemia [49]. Therefore, the observed upregulation of almost all enzymes involved in gluconeogenesis in D1D2MO larvae could have been a compensating mechanism facilitating maintenance of normal carbohydrate levels in D1D2MO larvae. D1D2MO also showed many upregulated transcripts involved in protein degradation and concurrently protein levels were lower than in SCMO. This could be related to decreased growth. Methimazole, an inhibitor of TH synthesis, has also been shown to cause growth retardation in 5-day-old zebrafish larvae [50] and growth arrest in 3-week-old zebrafish larvae [16]. These effects could be due to the absence of the TH stimulus needed to drive growth and development. We conclude that, even though both knockdowns resulted in decreased growth, the transcriptional pattern indicates that this was caused by different mechanisms.

TH is also known to stimulate both lipolysis and lipogenesis [51]. Since lipid levels were similar to control levels in both knockdown conditions (Fig 7C), and total energy stores were not significantly reduced compared to SCMO (Fig 7D), we conclude that altered triglyceride cycling was not an important contributor to the observed metabolic state.

#### Both knockdowns affect muscle development and motility

TH is known to be involved in muscle development and muscle maturation, which is associated with a switch between myosin isoforms during postnatal development in mammals [52–54] and during metamorphosis in tadpoles [55]. In the tail of both deiodinase knockdown conditions, several transcripts coding for proteins involved in muscle development were upregulated (Fig 4). These genes included *hsp90* and *unc-45*, involved in sarcomere formation during muscle development; *mef2ca*, a transcription factor regulating muscle gene expression; tropomyosin, myosin heavy polypeptide and myosin regulatory light polypeptide which are sarcomere components and desmin, which connects the sarcomere to the cytoskeleton.

We also observed decreased motility of both knockdowns (Fig 6F). Since total energy stores were not significantly decreased compared to SCMO, factors other than energy availability could be related to the observed decreased motility. We did not observe an increased incidence of malformations of the pectoral fins, malformations or irregularities of somites, nor of malformations or curvatures of the tail (Table 1). A first important contributor could be impaired muscle development, indicated by the differentially expressed transcripts involved in muscle development together with the decreased protein levels. A second factor could be impaired visual perception, for which we found evidence at the transcriptional level (See 4.1). A third factor could be impaired nervous system development, which has been linked to maternal thyroid hormone contribution in zebrafish [56]. We observed transcriptional alterations related to nervous system development in D3MO but not in D1D2MO larvae (Fig 5). Motility is needed for hatching and subsequent emergence to the water surface to inflate the swim bladder [57]. We also observed impaired swim bladder inflation in both knockdowns and delayed hatching in D3MO (Fig 6C and 6E), but we must note that it is difficult to distinguish between cause and effect in this context. For example, Liu and Chan [50] reported that T_4_-supplemented larvae showed less compact myotome arrangement and that they showed no free-swimming behaviour. The authors suggested that this was due to the defective swim bladder. (See 4.3 for more detailed discussion of swim bladder inflation)

### 3. Deiodinase knockdown affects energy metabolism, muscle contraction, heart function and swim bladder inflation in abdomen

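Called probes were 0.859% of the probes measured in D1D2MO abdomen and 1.09% in D3MO. They rose in 88.6% of cases in D1D2MO and in 75.7% in D3MO. The erythrocyte membrane gene ank1, which anchors the spectrin skeleton, rose in D3MO to a log2FC of 0.67 (SE 0.073, adjusted p = 0.0108) and was at 0.40 in D1D2MO in the authors' deposited table. Of 4 named genes of notochord and cartilage, 2 rose in D1D2MO and none was called in D3MO, where the limma fit gave 1 of them an unadjusted p under 0.05. The collagens col2a1b and col9a1 had a log2FC of 0.62 (SE 0.076, adjusted p = 0.0148) and 0.66 (SE 0.13, adjusted p = 0.0467) in D1D2MO in the authors' deposited table. Of 13 named neural genes, 2 rose in D1D2MO and none was called in D3MO, where 6 had an unadjusted p under 0.05 from limma. The reticulon rtn1a of the endoplasmic reticulum was at 0.73 (SE 0.065, adjusted p = 0.00482) and the glial filament gfap at 0.62 (SE 0.082, adjusted p = 0.0185) in D1D2MO in the authors' deposited table. The neural list passed the test in neither knockdown (adjusted p = 0.802 in D1D2MO and 0.861 in D3MO from limma's cameraPR). Myelin basic protein mbp had a log2FC of -0.61 (SE 0.13, adjusted p = 0.0773) in D3MO in the authors' deposited table and was not called, although it passed when adjusted over the list alone. Of 2 lens crystallins, crygs3 and crybgx (zgc:136220), neither was called, with -0.06 and 0.48 in D3MO in the authors' deposited table.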

In abdomen, only few transcripts were differentially expressed, probably because of the high remaining tissue diversity in this body part (Fig 1). Most of these transcripts were involved in metabolism and (heart) muscle development and contraction. 

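Muscle genes were the largest of 3 classes formed from the gene lists after their values had been seen, with 24 of the 98 called genes in D3MO and 17 of the 80 in D1D2MO. In D3MO 22 of these muscle genes rose and 2 fell, and in D1D2MO 15 rose and 2 fell. In D3MO they include the calcium pump atp2a1l of the sarcoplasmic reticulum at a log2FC of 1.08 (SE 0.10, adjusted p = 0.00875) and the fast myosin heavy chain myhz1.1 at 1.18 (SE 0.13, adjusted p = 0.0119) in the authors' deposited table, where other myhz1.1 probes were not called. In D1D2MO they include troponin T tnnt3a at 1.05 (SE 0.074, adjusted p = 0.00198) and the titin gene ttna, the molecular spring of the sarcomere, at 0.70 (SE 0.082, adjusted p = 0.0135) in the authors' deposited table. Genes for protein synthesis and degradation gave 16 called genes in D3MO, 7 up and 9 down, and 7 in D1D2MO, 6 up and 1 down. Energy, lipid and purine metabolism gave 8 in D3MO, 5 up and 3 down, and 4 in D1D2MO, all up. Of these, the glycolytic aldolase aldoab rose in D1D2MO to 0.69 (SE 0.10, adjusted p = 0.0256) and was at -0.043 in D3MO in the authors' deposited table. Together the 3 classes hold 49.0% of the called genes in D3MO and 35.0% in D1D2MO, and 65.3% and 61.3% belong to any list fixed before. Probes of the junctophilin jph1b gave a log2FC of -0.82 and 0.28 in D1D2MO in the authors' deposited table.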

Especially in the abdomen of D3MO larvae, transcripts involved in energy metabolism were differentially regulated. These transcripts were mostly limited to protein synthesis and showed a response highly similar to the one in D3MO tail (Fig 4), which leads us to suggest that it is due to increased muscle protein turnover both in abdomen and tail (See 4.2).

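Several enzymes of energy metabolism changed in D3MO abdomen. The glycolytic enzyme gapdh rose to a log2FC of 0.81 (SE 0.085, adjusted p = 0.0108), and the ATP synthase subunits atp5b and atp5c1 rose to 0.86 (SE 0.10, adjusted p = 0.0123) and 0.69 (SE 0.11, adjusted p = 0.0353) in the authors' deposited table. Component X of the pyruvate dehydrogenase complex (pdhx), which feeds the citric acid cycle, was at 0.59 (SE 0.093, adjusted p = 0.0311) in the authors' deposited table. Fructose bisphosphatase fbp2, an enzyme of gluconeogenesis, fell to -0.93 (SE 0.12, adjusted p = 0.0176), and aldolase aldocb to -0.75 (SE 0.13, adjusted p = 0.0396) in the authors' deposited table, where another aldocb probe gave -0.083. HMG-CoA synthase hmgcs1, an early enzyme of cholesterol synthesis, fell to -0.75 (SE 0.077, adjusted p = 0.0108) in the authors' deposited table. Of 18 named genes of glycolysis and gluconeogenesis 1 rose and 2 fell. Of 7 genes of the citric acid cycle 1 rose, and of 25 of oxidative phosphorylation 2 rose, with the same counts when adjusted over each list alone. None of these lists passed the test in D3MO, with an adjusted p of 0.506, 0.974 and 0.613 from limma's cameraPR. For the glycogen genes gyg1b, pgm1 and pygma the log2FC was -0.66, 0.16 and 0.37 in the authors' deposited table, and none of the 3 was called. The limma fit gave 2 of them an unadjusted p under 0.05, and gyg1b passed when adjusted over the list alone. None of 4 fatty acid beta-oxidation genes was called either, 0 of them with an unadjusted p under 0.05 from limma. The thiolase acat1, which splits acetoacetyl-CoA, had -0.29 (SE 0.16, adjusted p = 0.581) in the authors' deposited table. In D3MO against D1D2MO, gapdh differed by 0.61 (SE 0.10, adjusted p = 0.0245) and fbp2 by -0.73 (SE 0.12, adjusted p = 0.0223) in the authors' deposited table.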

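Protein synthesis genes followed the tail closely in D3MO abdomen. Of the 36 probes of the protein synthesis group of Fig 4 that the abdomen arrays measured, 4 rose and 9 fell in D3MO. S2 Table gives 25 of them a value in D3MO tail, and 23 had the same sign in abdomen, with a Spearman rho of 0.836 across probes. In D1D2MO 6 of 7 probes with a tail value had the same sign, but the Spearman rho across them was -0.714. Of the 36 probes 6 rose and 1 fell in D1D2MO. Examples of the fall in D3MO were rpl14 and rpl18, large ribosomal subunit genes, with a log2FC of -0.63 (SE 0.085, adjusted p = 0.0198) and -0.60 (SE 0.081, adjusted p = 0.0211) in the authors' deposited table, while the synthetase complex gene aimp1b (zgc:101853) rose to 0.72 (SE 0.076, adjusted p = 0.0108). Degradation genes of Fig 4 with a D3MO tail value had the same sign in abdomen in 5 of 5 cases. The direct contrast separated the knockdowns for this group, with 5 probes higher and 16 lower in D3MO than in D1D2MO and a median log2FC of -0.42. For instance, eef1g was lower in D3MO than in D1D2MO by a log2FC of -1.06 (SE 0.14, adjusted p = 0.0126) and eif5 higher by 1.02 (SE 0.083, adjusted p = 0.00311) in the authors' deposited table. The tRNA synthetase list was higher and the ribosomal protein list lower in D3MO than in D1D2MO, at an adjusted p of 0.00144 and 6.43e-12 from limma's cameraPR, and stayed so under every alternative run. The probes of Fig 4 were selected on significant changes in these or other body parts, so that their shared sign is not independent evidence. From the likeness to D3MO tail, the paper proposes that increased muscle protein turnover in both abdomen and tail lies behind the response.

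**Figure D3:**
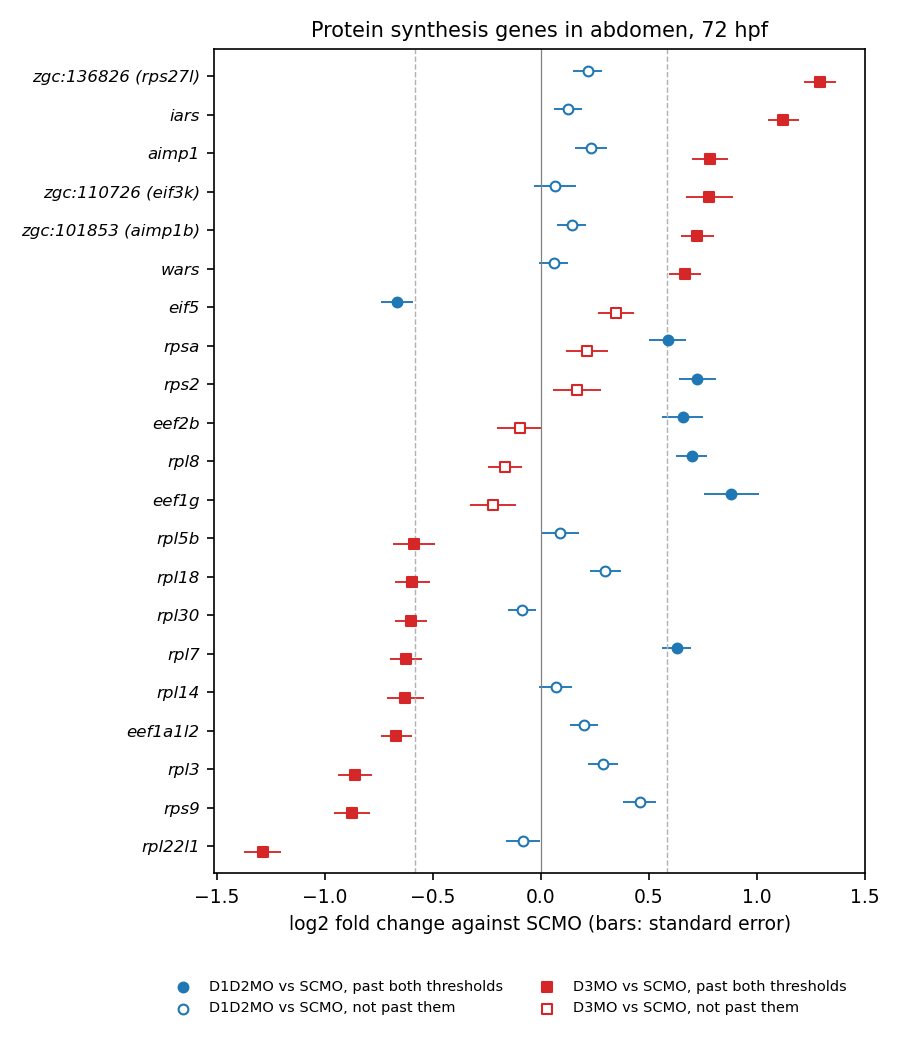
Log2 fold change against SCMO (x axis) of the 21 genes of ribosomal proteins, translation factors and aminoacyl-tRNA synthetases that were called in abdomen in either knockdown. Circles are D1D2MO and squares D3MO, filled where past both thresholds, with the standard error as bars; rpl7 is the gene called in both, in opposite directions.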

#### D3MO affects heart function

TH balance is known to be essential for heart morphology and function, and T_3_ has previously been shown to increase heart rate [58,59]. Furthermore, shortening of the action potential and the resulting tachycardia increases susceptibility to heart failure, known as thyrotoxic heart and is thought to be related to sympathetic adrenalin signalling [58,60]. We observed an increased heart rate at 24 hpf in D3MO embryos, while at 48 hpf the heart rate was comparable to that of the controls (Fig 6A). 

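The light chain gene cmlc1 of the heart had a log2FC of 0.56 (SE 0.078, adjusted p = 0.0143) in D3MO against D1D2MO abdomen in the authors' deposited table. This was under the fold threshold, so that cmlc1 was not called in the direct contrast. Of 4 named heart muscle genes, that contrast called none as higher and 2 as lower in D3MO. The transcription factor mef2ca, which drives heart and skeletal muscle genes, rose in D3MO to 0.60 (SE 0.094, adjusted p = 0.0318) and was higher than in D1D2MO by 0.75 (SE 0.094, adjusted p = 0.0105) in the authors' deposited table. For the light chain myl7 the difference was 0.36 (SE 0.10, adjusted p = 0.0841) and not past the thresholds in the authors' deposited table. Myosin assembly genes differed more, with unc45b higher in D3MO by a log2FC of 0.95 (SE 0.08, adjusted p = 0.00322) and smyd1a by 0.83 (SE 0.085, adjusted p = 0.00569) in the authors' deposited table. Of 5 muscle chaperones 3 were higher and none was lower in D3MO than in D1D2MO, and the list passed the test (adjusted p = 0.00883 from limma's cameraPR), also under every alternative run. Fast sarcomere genes went both ways, 9 higher and 6 lower, and their list did not pass the test of the difference (adjusted p = 0.519 from limma's cameraPR). The pump gene atp2a1l was higher in D3MO by 1.02 (SE 0.10, adjusted p = 0.00526) and titin ttnb by 0.88 (SE 0.10, adjusted p = 0.00785) in the authors' deposited table. Skeletal actin acta1b, whose probes may read other actins, was lower in D3MO with a log2FC of -0.93 in the authors' deposited table. Of the 18 probes in the heart and muscle development group of Fig 5, 8 rose and 1 fell in D3MO. Their median log2FC was 0.61, and all 7 with a D3MO tail value had the same sign as in tail. These probes were chosen by the study on these and other arrays, and their count is no independent evidence.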

At 72 hpf, several transcripts involved in muscle development and contraction, including some specifically involved in heart development (e.g. cardiac myosin light chain-1), were differentially transcribed (mostly upregulated) in abdomen of D3MO in particular (Fig 5). Moreover, at 96 hpf we observed an increased occurrence of pericardial oedema, possibly a sign of heart failure (Fig 6D). 

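In D1D2MO abdomen the heart light chains cmlc1 and myl7 had a log2FC of 0.13 (SE 0.071, adjusted p = 0.355) and 0.27 (SE 0.087, adjusted p = 0.154) in the authors' deposited table, and neither was called. The transcription factors mef2ca and mef2cb were at -0.15 (SE 0.085, adjusted p = 0.350) and -0.62 (SE 0.19, adjusted p = 0.139) in the authors' deposited table, also not called. Only mef2cb passed when adjusted over the muscle regulator list alone, of these 2 genes. Of 4 named heart muscle genes 2 rose in D1D2MO and none fell. Heart calsequestrin casq2, which stores calcium for contraction, rose to a log2FC of 0.73 (SE 0.076, adjusted p = 0.00929) and was lower in D3MO than in D1D2MO by -0.69 (SE 0.084, adjusted p = 0.00987) in the authors' deposited table. The second, heart actin actc1a, rose at all 3 of its probes, which may read other actins, with 0.98 at the lowest in the authors' deposited table. Of the 18 probes in the heart and muscle development group of Fig 5, 2 rose and none fell in D1D2MO, with a median log2FC of 0.011. The direct contrast called 5 of these 18 as higher and 1 as lower in D3MO than in D1D2MO. None of the 5 muscle chaperones was called in D1D2MO, where the limma fit gave 2 of them an unadjusted p under 0.05. The myosin chaperone unc45b was at a log2FC of -0.19 (SE 0.072, adjusted p = 0.204) and hsp90aa1.1 at -0.24 (SE 0.077, adjusted p = 0.159) in the authors' deposited table. That hsp90aa1.1 value is from another probe than the one called in D3MO, which had 0.030 in D1D2MO. Smooth muscle myosin myh11a had -0.37 (SE 0.078, adjusted p = 0.0581) in D1D2MO in the authors' deposited table and was not called.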

Contrastingly, D1D2MO heart rate was comparable to controls combined with only little transcriptional response and no pericardial oedema.

#### Both knockdowns impair swim bladder inflation

T_3_ is known to drive growth and development, including the development of the swim bladder. During early development, zebrafish undergo an embryonic-to-larval transition phase marking an important switch from yolk sac- to exogenous feeding larvae around 120 hpf. This transition includes swim bladder inflation, structural and functional maturation of the mouth and gastrointestinal tract, and resorption of the yolk sac [50]. Dong et al. [17] and Thisse et al. [31] showed localized expression of D1 and D2 in the swim bladder tissue of 96 and 120 hpf zebrafish larvae. Liu and Chan [50] showed that TH plays a major role in the transition phase and reported that inhibition of the TH-TR (thyroid hormone receptor) axis retarded swim bladder development. Furthermore, the swim bladder in fish is postulated as a homolog of the tetrapod lung [61]. Holt et al. [62] showed that hypothyroidism in neonatal rats also retarded the growth of the lung. The observed reduced growth and swim bladder inflation (Fig 6B and 6C) in D1D2MO zebrafish larvae was thus expected based on the previous evidence of hypothyroidism in D1D2MO since it could be rescued by T_3_ supplementation [14].

Our observation of similar (and even more prominent) effects on growth, development and swim bladder inflation in D3MO seems counterintuitive because these animals are expected to suffer from hyperthyroidism—confirmed by the previous finding that T_3_ supplementation partially mimicked the effects observed in D3MO [10]. Contradicting findings have been reported on the effects of T_3_ supplementation. While T_3_ supplementation was shown to improve swim bladder inflation, promote growth, differentiation and survival in some studies [63–65], it was shown in some other studies to impair swim bladder morphogenesis [10], delay hatching and inhibit growth and development [10,66] similar to what we observed. It can even cause swim bladder deflation possibly by suppressing surfactant production [50]. The reason for these contradicting results may be that the final effect on growth and development depends on the dose and the thyroid status of the organism, with a beneficial effect of a small increase in T_3_ levels but an adverse effect of T_3_ levels above physiological boundaries.

### 4. Summary

D3MO transiently increased the heart rate and probably resulted in an increased metabolic rate and a less efficient use of energy, contributing to reduced growth. A stimulation of gluconeogenesis, partly by using amino acids as a substrate could have led to the increased carbohydrate content and decreased protein content, also contributing to the reduced growth. Furthermore, transcripts related to muscle development were differentially expressed and motility was reduced. This was possibly also related to impaired swim bladder inflation and delayed hatching. The pronounced upregulation of a large number of transcripts involved in carbohydrate metabolism in D1D2MO could reflect a compensatory response to a decreased metabolic rate due to low T_3_ levels. Here, we also observed decreased motility, reduced protein content and differential expression of transcripts involved in muscle development. The transcriptional profile in the head was highly similar in both knockdowns and levels of transcripts involved in purine metabolism, phototransduction and eye development were decreased. These findings suggest that a fine-tuned TH balance is essential to coordinate vertebrate eye development and function and that D1D2 and especially D3 deficiency may impair eye development and function.

In conclusion, we have shown that the phenotype following knockdown of the TH activating or inactivating pathway shows several similarities, but the transcriptional patterns combined with the current knowledge of the role of thyroid hormones on vertebrate development indicate that they were caused through distinct molecular mechanisms. Zebrafish express different isoforms of TRs both for TRα (where there are even two genes) and for TRβ. Isoform-specific differences in ligand dependency of TR transactivation activity have been described and combined with tissue-dependent deiodinase expression this may contribute to the large difference in transcriptional expression pattern observed between the two knockdown conditions. Possibly the observed early phenotypic effects are common symptoms, but in a long-term scenario the phenotypes would further diverge due to these underlying differences.

## Supporting Information

S1 Table Summary of GO and KEGG analysis. The first worksheet shows all GO classes that reached the cutoff value, and shows how they were grouped into biological categories. The pie charts in Fig 1 are based on the scores of the biological categories (numbers in bold).
(XLSX)

S2 Table Differentially expressed transcripts. The first worksheet is a list of all differentially expressed transcripts with logFC and multiple testing corrected p values, and sheets 2–5 specifically show those transcripts shown in Figs 2–5. ‘#N/A’ indicates that a probe was not included in the analysis because it did not meet the spot filtering criteria. A logFC of ‘0’ indicates that the FDR was > 0.05 and therefore the transcript is not considered differentially expressed.

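The abdomen columns of S2 Table can be traced to single probes. Of 93 nonzero values for D1D2MO abdomen, 77 equal the log2FC of the listed probe in the authors' deposited table and 90 a mean of the listed probes with that accession, within 0.006, and every value equals one or the other. The mean was over all listed probes in 87 cases and over those with an adjusted p under 0.05 in 85. For D3MO abdomen 97 of 125 equal the probe's own value and 113 a mean, in 102 cases over all listed probes and in 101 over those with an adjusted p under 0.05. Upregulated transcripts make up 81 of the 93 and 92 of the 125. The difference shows in genes such as iars and rpl3, whose probes differ, so that the S2 Table value stands for a transcript averaged over probes and the values given here for the probe with the smallest p.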

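A nonzero abdomen value in S2 Table can belong to a listed probe that misses the threshold on its own. Averaging over probes does not account for all of these. For 8 values in D1D2MO and 20 in D3MO, the authors' shorter tables hold no probe of the accession with an adjusted p under 0.05. The rule that admitted them was not found. In D1D2MO 6 of the listed probes had an adjusted p of 0.05 or more, and in D3MO 19. By accession, 85 transcripts were both in S2 Table and called here in D1D2MO and 103 in D3MO. S2 Table adds 8 accessions in D1D2MO and 20 in D3MO that were not called here, and 3 and 7 were called here without a value in S2 Table. A 0 can also stand for a probe past the adjusted p that lies just under the fold threshold. Initiation factor eif2s2, listed as 0 for D3MO abdomen, had 0.58 (SE 0.094, adjusted p = 0.0344) in the authors' deposited table.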

(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

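RNA from the abdomen of zebrafish larvae at 72 hpf was measured in 3 groups (SCMO, D1D2MO and D3MO) with 4 biological replicates each, on 14 two-colour Agilent 4x44k arrays. The labels give each array 2 groups, 1 per dye. SCMO was labelled in 10 channels, D1D2MO in 10 and D3MO in 8, and the arrays carry no replicate numbers in the sources used here. The deiodinase and thyroid hormone receptor genes had no named probe and were not analysed here.

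The authors quantified spots with GenePix Pro 6.1, left out spots under the background plus 2 SD on all arrays, corrected the background with a normal-exponential model and normalized by loess within arrays. The deposited log2 fold changes are those of the authors' limma model, whose version is not given in the sources used here. The deposited p-values are limma's unadjusted p for each probe and contrast, and shorter tables by the authors add the Benjamini-Hochberg FDR. The authors' shorter tables also hold 2 score columns as deposited, the moderated t and the log odds. The mean log2 intensity of each probe over the arrays is given by the authors in the shorter tables, of 149, 185 and 346 probes. Of these probes 35, 41 and 60 had an adjusted p of 0.05 or more. The table of all probes had 13271 lines, of which 1 control was left out.

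From these values the following was computed. The Benjamini-Hochberg adjustment was repeated within each contrast over 13270 probes. The moderated t was recovered from each p at the total degrees of freedom of the authors' fit, and the standard error as the log2 fold change over t. Probes with an adjusted p under 0.05 and an absolute log2 fold change over 0.585 were called. The standard error is that of the authors' fit, whose model is not given in full in the sources used here. Whether it covers the spread between the 4 biological replicates or only that between arrays cannot be told.

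Of 1000 probes with an accession in the tables used, 888 received a gene symbol. S2 Table named 671 by probe and 113 by accession, RefSeq accessions named 104, and 112 had no symbol. For 145 named probes the RefSeq symbol differs from that of S2 Table, which was used. A value in head or tail stood behind 609 of the names. Among called probes 109 in D1D2MO, 133 in D3MO and 246 in the direct contrast had a symbol.

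The genes named in the text follow a rule. It takes the 10 highest and 10 lowest genes past the thresholds in each contrast, the genes of the abdomen columns of Fig 4 and Fig 5, genes the paper names, deiodinases, receptors and a few other genes, and up to 4 members of each list with the smallest p. The values of S2 Table had been seen when the rule was written. It took 179 symbols, of which 171 were measured under a name. Other genes in the text were chosen after their values were seen. Some results, of 1 gene and of 1 gene list, are not reported here, although the list counts among the tests and totals.

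In all 35 gene lists were fixed, when the values of S2 Table had been seen. Lists with at least 5 named genes were tested on 1 mean moderated t per gene with cameraPR of limma, at a preset correlation of 0.01. Overlap and correlation of the knockdowns were set against 100 simulations of unchanged groups on the same arrays. S2 Table values were taken as equal to a deposited log2 value within 0.006.

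The steps were tested on simulated data of the same arrays with 13270 probes and known changes. Of genes changed by a log2 of 1 in D3MO 93% were called, and of those changed by a log2 of 0.7 81%, with 3 unchanged genes called and 0 in D1D2MO, where nothing changed. The simulated fit had 1 coefficient per group and 12 residual degrees of freedom, against a total of 6.93 in the deposited fit. These shares therefore need not hold for the deposited fit. The recovered t lay within a relative error of 9.67e-12. A list with 20 changed genes among 700 had an adjusted p of 2.77e-24, and 0.938 where nothing changed, and 0 of 54 tests of unchanged lists passed. The simulated genes were independent of each other, so this does not cover lists of correlated genes or the choice of named genes.

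Alternatives were an FDR of 0.01 or 0.1, no fold threshold or 1 in log2, 1 adjustment over the 3 contrasts, centring on the median, averaging by accession or symbol, and other settings of the list tests. Values of single arrays were not used here. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Random seeds were fixed at 1.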

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

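Apart from the test of an intensity trend, the tests of explanations in this part were chosen after the result was seen. The direct contrast of D3MO against D1D2MO, which the paper does not report, called 286 probes past both thresholds. Lists that passed the test of this contrast, in which the effects of the knockdowns differed, include those below. Aminoacyl-tRNA synthetases had a median log2FC of 0.58, with 3 of 7 higher in D3MO, and muscle chaperones 0.72. Fin fold and bone-forming cell genes had a median log2FC of -0.76, with 3 of 7 lower (adjusted p = 0.000777 from limma's cameraPR). Epidermis genes had a median log2FC of -0.55 (adjusted p = 0.00394 from limma's cameraPR, 0.000866 to 0.0530 over 7 alternatives). Red blood cell genes had a median log2FC of 0.34, with 1 of 5 higher (adjusted p = 0.0195 from limma's cameraPR, 0.00188 to 0.0751 over 6 alternatives). For the fin fold, epidermis and red blood cell genes a different mix of tissues in the dissected abdomens was not tested. The large ribosomal subunit gene rpl7 was lower in D3MO by a log2FC of -1.25 (SE 0.073, adjusted p = 0.00260) in the authors' deposited table.

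Ribosomal protein genes were lower in D3MO than in D1D2MO, with a median log2FC of -0.70, 30 of 37 lower and 3 higher. A large intensity trend left by the loess normalization would lower nearly all called probes of other genes that are as bright. Of these, 79 of 175 (45.1%) were higher in D3MO, and 17 of the 42 (40.5%) at least as bright as the median ribosomal protein probe. Only called probes were used, which are those with large changes in either direction, so that a smaller trend is not excluded. The adjusted p of the whole list was 6.43e-12 from limma's cameraPR, and 5.95e-14 to 0.000647 over 7 alternatives. In 1 of these alternatives, over the 12 genes named through a head or tail value, it was 1.18e-08. These 12 genes too were named because they changed, in head or tail. The choice of named genes therefore cannot be told apart from a change of ribosomal protein genes in general. A different mix of tissues in the dissected abdomens was not tested for these genes and stays open beside an effect of the knockdowns on ribosomal protein transcripts.

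Fast skeletal muscle genes differed between D3MO and D1D2MO in both directions, with 9 higher, such as the creatine kinase ckmb at a log2FC of 0.90 (SE 0.12, adjusted p = 0.0126), and 6 lower, such as the creatine kinase ckma at -0.69 (SE 0.093, adjusted p = 0.0130) and the myosin myhz2 at -0.89 in the authors' deposited table. A different share of muscle tissue in the dissected abdomens would move called genes one way. The 6 in the rarer direction argue against it as the whole cause of the difference between the knockdowns. Against SCMO, 13 of these genes rose and 1 fell in D1D2MO, and 14 rose and none fell in D3MO. A different share of muscle tissue from that of SCMO therefore stays open. Among these 6 are the actins acta1a and acta1b, whose probes may read other actins, and without them 4 remain. A change in muscle genes by the knockdowns themselves stays open, untested by these arrays.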

How the results depend on the processing

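Among the alternatives, distinct accessions, averaging over an accession's probes past the adjusted p and the list tests over genes named through a head or tail value were chosen after seeing the data. For D1D2MO, D3MO and the direct contrast, the calls numbered 46, 25 and 116 at an FDR of 0.01, 408, 245 and 739 with no fold threshold, and 20, 34 and 44 at a log2 threshold of 1. These settings admit fewer or more probes by construction. One call per gene symbol gave 175 in the direct contrast, as a gene counts once and probes without a symbol drop out. With no fold threshold the overlap of the knockdowns was 68 probes, 60 of them in the same direction, against 7.53 expected of independent lists. The correlation of the knockdowns was 0.182 by Spearman, 0.173 over probes called in neither and 0.198 over mean values per symbol, and the cause was not tested. Leaving out transcripts called in abdomen lowered the median change in the tail's direction to 0.15 for D1D2MO and 0.22 for D3MO, as it removes the largest changes. The gene lists past the threshold in D1D2MO fell from 7 to 2 at an inter-gene correlation of 0.1, as a higher preset correlation makes the test stricter by construction. With only probes named through a head or tail value 3 passed. The fin fold and red blood cell lists had fewer than the 5 genes needed and were not tested there in any contrast. The liver and ribosomal protein lists were tested there and no longer passed in D1D2MO. No result past its threshold reversed under any alternative run, while some lists that did not pass turned direction. Another 5 list results passed only under an alternative. Within 1.5 times the first counts were an FDR of 0.10 (129, 163 and 314), 1 adjustment over the 3 contrasts (115, 154 and 273), centring (115, 144 and 285), averaging by accession (83, 104 and 213) and distinct accessions (88, 110 and 216). Of 194 calls of named genes, 106 were lost at an FDR of 0.01, 14 with the mean over a gene's probes, 10 with averaging by accession, 2 with averaging over its probes past the adjusted p, 2 with centring and 1 with a joint adjustment. Of 20 list results past the threshold, 12 stayed past it under every alternative run. No paired analysis was possible because the arrays carry no replicate numbers and values of single arrays were not used here. For the same reason leaving out replicates, other splits of the samples and split controls were not run. The brighter probes alone and random lists matched on mean expression were not run, since mean intensity was used only for the shorter tables. The numbers of replicates and of arrays limit the precision of small changes.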

Differences from the paper's values

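Of 44 abdomen values of S2 Table compared for genes of Fig 4 and Fig 5, all 44 had the same sign and 3 differed by more than the standard error. For iars in D3MO the paper's log2FC is 0.95 and the probe with the smallest p has 1.12 in the authors' deposited table. For rpl3 in D3MO the paper's log2FC is -0.73 and the probe has -0.86 in the authors' deposited table. Averaging probes of the same accession, an alternative set before the deposited values were examined and a step in the methods of the paper, gives the paper's value for both genes. For myhz1.1 in D3MO it opens a difference, with 0.89 against the paper's 1.18, which the single probe gives. For acta1b in D1D2MO the paper's log2FC is 1.56 and the probe has 1.70 in the authors' deposited table, and the same averaging gives 1.42, which still differs. Averaging over the probes with an adjusted p under 0.05 alone, chosen after seeing the values, gives 1.56, the paper's value, and leaves 8 of the S2 Table values in D1D2MO and 20 in D3MO without a probe.

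The paper counts 88 differentially expressed transcripts in D1D2MO abdomen and 112 in D3MO abdomen, and 114 and 144 probes were called here at its stated thresholds. Averaging by accession, set before the deposited values were examined, gave 83 and 104. Counting distinct accessions, chosen after seeing the values, gave 88 and 110, and dropped 8 of the accessions with a value in S2 Table in D1D2MO and 20 in D3MO.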

Other observations

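The tests of the standard errors in this part were chosen after the result was seen. Of 5 named genes of purine metabolism 1 rose in D3MO and none was called in D1D2MO, where limma gave 4 an unadjusted p under 0.05. The AMP deaminase ampd1 was lower in D3MO than in D1D2MO by a log2FC of -0.71 (SE 0.092, adjusted p = 0.0118) in the authors' deposited table. With 1 mean value per gene the purine list passed the test in no contrast (adjusted p = 0.739 in D1D2MO, 0.181 in D3MO and 0.495 between them from limma's cameraPR). With every probe as its own member it passed in D3MO and between them, at an adjusted p = 9.21e-05 and 0.00716 from limma's cameraPR, the lowest of 7 alternatives up to 0.857 in both. That setting counts 7 probes of the 5 genes. It takes ak1 (zgc:91930) once for each of its probes, at a log2FC of 1.43, 1.51 and 1.49 in D3MO. These probes are not independent genes, so that the pass is no evidence for the list as a whole. For the thyroid hormone axis 2 genes had a name, and neither was called, with 0 of them at an unadjusted p under 0.05 from limma in D1D2MO and 1 in D3MO. The thyroid hormone-responsive factor klf9 differed between D3MO and D1D2MO by -0.45 (SE 0.10, adjusted p = 0.0470) in the authors' deposited table, under the fold threshold, and the transporter slc16a10 had -0.16 in D1D2MO and -0.16 in D3MO. Translation factors were mixed between the knockdowns, with 2 of 14 higher and 5 lower in D3MO than in D1D2MO, such as eef1a1l2 at -0.87 (SE 0.072, adjusted p = 0.00311) in the authors' deposited table. Their list did not pass the test (adjusted p = 0.714 from limma's cameraPR).

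The squared standard error of D1D2MO against SCMO was 0.812 times that of D3MO against SCMO, where 14 arrays fitted with 1 coefficient per group would give 0.8. A fit with 1 coefficient per group to some of the arrays was tried on 2388 sets of arrays. It gave the ratios with 2 sets, of 10 arrays and with a dye term, but these leave 7 residual degrees of freedom, over the 6.93 total of the deposited fit, which argues against it. A candidate explanation is a fit with 1 coefficient per biological sample, which leaves 3 residual degrees of freedom. Of 81369 connected layouts of 12 samples over the arrays among 100000 drawn, 5 (0.00614%) gave the ratios. Other fits, such as correlated blocks, were not tested and stay open.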
